# P2X7 Receptor-Dependent microRNA Expression Profile in the Brain Following Status Epilepticus in Mice

**DOI:** 10.3389/fnmol.2020.00127

**Published:** 2020-08-12

**Authors:** Giorgia Conte, Ngoc T. Nguyen, Mariana Alves, Laura de Diego-Garcia, Aidan Kenny, Annette Nicke, David C. Henshall, Eva M. Jimenez-Mateos, Tobias Engel

**Keywords:** purinergic signaling, P2X7 receptor, status epilepticus, hippocampus, microRNA

## Abstract

The ionotropic ATP-gated P2X7 receptor is an important contributor to inflammatory signaling cascades *via* the release of Interleukin-1β, as well as having roles in cell death, neuronal plasticity and the release of neurotransmitters. Accordingly, there is interest in targeting the P2X7 receptor for the treatment of epilepsy. However, the signaling pathways downstream of P2X7 receptor activation remain incompletely understood. Notably, recent studies showed that P2X7 receptor expression is controlled, in part, by microRNAs (miRNAs). Here, we explored P2X7 receptor-dependent microRNA expression by comparing microRNA expression profiles of wild-type (wt) and P2X7 receptor knockout mice before and after status epilepticus. Genome-wide microRNA profiling was performed using hippocampi from wt and P2X7 receptor knockout mice following status epilepticus induced by intra-amygdala kainic acid. This revealed that the genetic deletion of the P2X7 receptor results in distinct patterns of microRNA expression. Specifically, we found that in vehicle-injected control mice, the lack of the P2X7 receptor resulted in the up-regulation of 50 microRNAs and down-regulation of 35 microRNAs. Post-status epilepticus, P2X7 receptor deficiency led to the up-regulation of 44 microRNAs while 13 microRNAs were down-regulated. Moreover, there was only limited overlap among identified P2X7 receptor-dependent microRNAs between control conditions and post-status epilepticus, suggesting that the P2X7 receptor regulates the expression of different microRNAs during normal physiology and pathology. Bioinformatic analysis revealed that genes targeted by P2X7 receptor-dependent microRNAs were particularly overrepresented in pathways involved in intracellular signaling, inflammation, and cell death; processes that have been repeatedly associated with P2X7 receptor activation. Moreover, whereas genes involved in signaling pathways and inflammation were common among up- and down-regulated P2X7 receptor-dependent microRNAs during physiological and pathological conditions, genes associated with cell death seemed to be restricted to up-regulated microRNAs during both physiological conditions and post-status epilepticus. Taken together, our results demonstrate that the P2X7 receptor impacts on the expression profile of microRNAs in the brain, thereby possibly contributing to both the maintenance of normal cellular homeostasis and pathological processes.

## Introduction

Purinergic signaling is increasingly recognized to play an important role in diseases of the central nervous system (CNS), including epilepsy (Engel et al., 2016; Burnstock, 2020). Epilepsy, characterized by the occurrence of unprovoked seizures, is one of the most common chronic brain diseases affecting approximately 65 million people worldwide (Moshé et al., 2015). Prolonged seizures (status epilepticus) are harmful to the brain and can trigger lasting changes in brain excitability through cell death, changes in neuronal plasticity, and inflammation (Klein et al., 2018). Although much effort has been invested in identifying what drives these pathological changes, the molecular mechanisms remain incompletely understood.

ATP-gated P2 receptors comprise the ionotropic P2X receptors and metabotropic P2Y receptors. Both classes are increasingly linked to the control of brain excitability in health and disease, including processes that influence seizure generation and the development of epilepsy (Engel et al., 2016; Rassendren and Audinat, 2016; Alves et al., 2018; Burnstock, 2020). Among the P2X receptor family, the P2X7 receptor subtype has attracted the most attention (Henshall and Engel, 2015; Beamer et al., 2017). The P2X7 receptor has the lowest affinity for extracellular ATP suggesting that its activation mainly occurs under pathological conditions where high amounts of ATP are released (Surprenant et al., 1996). The P2X7 receptor is an important driver of inflammation *via* induction of the NLRP3 inflammasome and release of Interleukin-1β (IL-1β) but is also known to affect cellular survival, influence neurotransmitter release and control aberrant synaptic plasticity (Sperlágh et al., 2002; Adinolfi et al., 2005; Di Virgilio et al., 2017; Miras-Portugal et al., 2019). Expression of the P2X7 receptor is found to be elevated in the hippocampus and cortex of rodents subjected to status epilepticus and in the brains of patients with drug-resistant epilepsy (Engel et al., 2012; Jimenez-Pacheco et al., 2013, 2016). While some studies have shown this upregulation to occur primarily on microglia (Rappold et al., 2006; Kaczmarek-Hajek et al., 2018), others have suggested that P2X7 receptor expression is also increased in neurons (Doná et al., 2009; Engel et al., 2012; Jimenez-Pacheco et al., 2016). There is also evidence that P2X7 receptor antagonism can be anticonvulsive and neuroprotective following acute seizures (Engel et al., 2012; Jimenez-Pacheco et al., 2013; Mesuret et al., 2014; Huang et al., 2017; Rodriguez-Alvarez et al., 2017). However, others have observed limited or no protection by P2X7 receptor antagonism (Fischer et al., 2016; Nieoczym et al., 2017), and in some studies P2X7 receptor antagonism was reported to promote seizures (Kim and Kang, 2011; Rozmer et al., 2017). Finally, P2X7 receptor antagonists have also been shown to reduce the duration (Amhaoul et al., 2016) and number (Jimenez-Pacheco et al., 2016) of spontaneous seizures in epileptic rodents. The mechanism(s) of these effects remain, however, poorly understood.

MicroRNAs (miRNAs) are small non-coding RNAs that regulate gene expression at a post-transcriptional level (O’Carroll and Schaefer, 2013). To function, miRNAs are uploaded to the RNA-induced silencing complex (RISC) where Argonaute proteins facilitate complementary base-pairing to target mRNAs resulting in translational repression or degradation of transcripts (Czech and Hannon, 2011). A single miRNA can have numerous targets, either in the same or different pathways. Altered expression of miRNAs has been extensively documented in experimental and human epilepsy (Henshall et al., 2016). Importantly, the targeting of specific miRNAs in animal models has provided compelling evidence that miRNAs influence pathophysiological outcomes after status epilepticus and in chronic epilepsy (Jimenez-Mateos et al., 2012, 2015; Henshall et al., 2016; Tiwari et al., 2018). Notably, the P2X7 receptor was recently identified as a target of miRNAs in the brain (Jimenez-Mateos et al., 2015; Engel et al., 2017; Reigada et al., 2019). How miRNA expression becomes dysregulated following seizures remains, however, incomplete understood.

In the present study, we investigated how genetic deletion of the P2X7 receptor affects miRNA expression in the brain. By using a mouse model of unilateral status epilepticus and P2X7 receptor knockout (*P2rx7^−/−^*) mice, we demonstrate that the loss of the P2X7 receptor alters the expression of several miRNAs under normal physiological conditions and following status epilepticus. Our study demonstrates that P2X7 receptor-controlled downstream signaling pathways include the regulation of an extensive class of miRNAs and thus extends the range of mechanisms by which this receptor influences brain function in health and disease.

## Materials and Methods

### Mouse Models

All animal experiments were performed following the principles of the European Communities Council Directive (2010/63/EU). All procedures carried out in the present manuscript were reviewed and approved by the Research Ethics Committee of the Royal College of Surgeons in Ireland (RCSI; REC 1322) and Health Products Regulatory Authority (HPRA; AE19127/P038; AE19127/P001). Procedures were undertaken as described previously (Torres-Peraza et al., 2013) using 8–12 weeks old male C57Bl/6 wild-type (wt) and *P2rx7^−/−^* mice [6NTac;B6N-P2rx7tm1d(EUCOMM)Wtsi/Ieg] which lack exon 2 of the *P2rx7* gene. Mice were bred at the Biomedical Research Facility (BRF) at RCSI and housed in a controlled facility on a 12-h light/dark cycle at 22 ± 1°C and humidity of 40–60% with food and water provided *ad libitum*. During stereotaxic procedures, mice were anesthetized using isoflurane (5% induction, 1–2% maintenance) and maintained normothermic using a feedback-controlled heat blanket (Harvard Apparatus Limited, Kent, UK). Once fully anesthetized, mice were placed in a stereotaxic frame and a midline scalp incision was performed to expose the skull. A guide cannula (coordinates from Bregma; AP = −0.94 mm, *L* = −2.85 mm) was fixed in place with dental cement. Status epilepticus was induced by microinjection of 0.3 μg KA [in 0.2 μl phosphate-buffered saline (PBS); Sigma-Aldrich, Dublin, Ireland] into the right basolateral amygdala 3.75 mm below the dura. Vehicle-injected control animals received 0.2 μl of PBS. The anticonvulsant lorazepam (6 mg/kg; Wyetch, Taplow, UK) was delivered intraperitoneal (i.p.) 40 min following intra-amygdala KA or vehicle to curtail seizures and to reduce morbidity and mortality. In a subset of mice, which were not included in the miRNA array analysis, the electroencephalogram (EEG) was recorded from cortical implanted electrodes, one on top of each hippocampus with the reference electrode on top of the frontal cortex. EEG was recorded using an Xltek recording system (Optima Medical Limited, Guildford, UK) starting 10 min before the administration of intra-amygdala KA. Hippocampal tissue was obtained from either vehicle-injected control mice or 8 h after intra-amygdala KA injection.

### Electroencephalogram (EEG) Analysis

To analyze seizure onset and EEG frequency and amplitude signal (power spectral density and EEG spectrogram of the EEG data), EEG data were uploaded into Labchart7 software (AD Instruments Limited, Oxford, UK) and analyzed as before (Engel et al., 2018). EEG total power (μV^2^) is a function of EEG amplitude over time and was analyzed by integrating frequency bands from 0 to 100 Hz and the amplitude domain filtered from 0 to 50 mV. The duration of high-frequency (>5 Hz) and high-amplitude (>2 times baseline) polyspike discharges of ≥5 s duration, synonymous with injury-causing electrographic activity (Araki et al., 2002), was counted manually by a reviewer unaware of treatment (Alves et al., 2019).

### RNA Extraction and OpenArray Analysis

Total RNA was extracted from the ipsilateral hippocampus from wt and *P2rx7^−/−^* mice 8 h post-intra-amygdala vehicle or KA using the Trizol method (Engel et al., 2013). RNA quantity was measured using a Nanodrop Spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). Only samples with an absorbance ratio at 260/280 between 1.8–2.2 were considered acceptable. RNA degradation was not assessed. RNA dilutions were made up in nuclease-free water.

MiRNA profiling was performed using the OpenArray platform (Thermo Fisher Scientific, Waltham, MA, USA; Jimenez-Mateos et al., 2015). OpenArray reverse transcription reaction was performed according to the manufacturer’s protocol using 1 μg of total RNA from each sample (each sample was a pool of two hippocampi from different mice). Before loading samples onto the OpenArray, cDNA was pre-amplified following the manufacturer’s recommendation. The pre-amplified product was then diluted with 0.1× TE (1/40). Subsequently, 22.5 μl of the diluted pre-amplified product was added to the same volume of 2× Taqman OpenArray Real-time PCR Master Mix (Cat No. 4462164, AB). Finally, the mix of Pre-Amp product and Master-Mix was loaded onto a 384-well OpenArray plate. OpenArray panels were automatically loaded by the OpenArray AccuFill System (Thermo Fisher Scientific, Waltham, MA, USA) and run on a QuantStudio 12 K Flex Real-Time PCR system. 754 murine miRNAs were amplified from each sample together with 16 replicates of four internal controls [ath-miR159a (negative control), RNU48, RNU44, and U6 rRNA]. OpenArray Ct values were normalized to the global mean (GMN). Heat maps were generated using heatmap.2 [RStudio Team (2015). RStudio: Integrated Development for R. RStudio, Inc., Boston, MA, USA^1^] and hierarchical cluster (Cytoscape 3.7.1; Shannon et al., 2003). Only miRNAs were detectable in all samples with a Ct value <28 were used for the analysis (Supplementary Table S1). To detect differences between genotypes and treatment groups two different analyses were performed. To determine differences between all groups (treatment and genotype) data were normalized to the average of the control group (vehicle-injected control wt mice). To identify differences between wt and *P2rx7^−/−^* mice post-status epilepticus, data from *P2rx7^−/−^* mice post-status epilepticus were normalized to data from wt mice post-status epilepticus. Because of our relative low *n* numbers on the OpenArray (*n* = 3 per group), instead of using false discovery rate corrections, miRNAs showing a fold change higher than 1.5 were considered as up-regulated, and miRNAs showing a fold change lower than 0.6 were considered as down-regulated (Supplementary Table S2).

### Individual RT-qPCR (miRNAs)

OpenArray results were validated using small-scale real-time quantitative polymerase chain reaction (RT-qPCR; Mitchell et al., 2008). Extracted total RNA was reverse transcribed using the Reverse Transcription kit (Thermo Fisher Scientific, Waltham, MA, USA) and Taqman primers (mmu-miR-155, ID: 002571; miR-134, ID: 001186) and quantified by RT-qPCR. U6 snRNA (ID: 001973) was selected as an endogenous control. Ct values were normalized to U6 snRNA using the 2^−ΔΔCt^, where ΔΔCt = ΔCt miRNA sample X − ΔCt miRNA reference sample and ΔCt = Ct miRNA (mmu-miR-X) − Ct U6 snRNA.

### Pathway Analysis

For miRNA target identification and Gene Ontology (GO) enrichment analysis, experimentally validated targets were retrieved from miRTarBase Release 7.0 (Chou et al., 2018) and TarBase v.8 (Xiao et al., 2009; Karagkouni et al., 2018) while predicted targets were retrieved from TargetScan Release 7.2 (Agarwal et al., 2015) and miRDB Version 6.0 (Liu and Wang, 2019) and processed as described previously (Raoof et al., 2018) with some modifications. Briefly, prediction scores of TargetScan targets were rescaled between 0 and 1 while those of miRDB targets were rescaled between 0.5 and 1 (since the original miRDB database excluded all targets with scores <50 while the max score is 100). Targets with rescaled prediction scores <0.5 were removed from further analysis. Enrichment analysis of GO terms was only performed on genes that have been targeted by at least two up- or down-regulated miRNAs in each condition (control or status epilepticus) using ReactomePA R/Bioconductor package (Yu and He, 2016). GO terms with adjusted enrichment *p*-values < 0.05 were considered significant.

### Individual RT-qPCR (mRNAs)

Complementary DNA (cDNA) was produced by reverse transcription using SuperScript III reverse transcriptase enzyme (Invitrogen, CA, USA) primed with 50 pmol of random hexamers (Sigma, Dublin, Ireland) using 500 ng of total RNA. qPCR was performed using the QuantiTech SYBR Green kit (Qiagen Limited, Hilden, Germany) and the LightCycler 1.5 (Roche Diagnostics, GmbH, Mannheim, Germany). Each reaction tube contained 2 μl cDNA sample, 10 μl SYBR Green Quantitect Reagent (Qiagen Limited, Hilden, Germany), 1.25 μM primer pair (Sigma, Dublin, Ireland) and RNAse free water (Invitrogen, CA, USA) to a final volume of 20 μl. Using LightCycler 1.5 software, data were analyzed and normalized to the expression of *β-actin*. Primers used (Sigma, Dublin, Ireland): *P2ry1* forward: GTAGGTAGTACGCCAGGGTC, reverse: AAGTAGTTCGGCTGTTCCCA; *c-Fos* forward: GGAATTAACCTGGTGCTGGA, reverse: CATTCAGACCACCTCGACAA; *P2rx2* forward: ATGGGATTCGAATTGACGTT, reverse: GATGGTGGGAATGAGACTGAA; *P2rx4* forward: TATGTGGTCCCAGCTCAGGA, reverse: TCACAGACGCGTTGAATGGA and *β-actin* forward: GGGTGTGATGGTGGGAATGG, reverse: GGTTGGCCTTAGGGTTCAGG.

### Western Blotting

Western blot analysis was performed as described previously (Alves et al., 2017). Lysis buffer (100 mM NaCl, 50 M NaF, 1% Tx-100, 5 mM EDTA pH 8.0, 20 mM HEPES pH 7.4) containing a cocktail of phosphatase and protease inhibitors was used to homogenize hippocampal brain tissue and to extract proteins, which was quantified using a Tecan plate reader at 560 nm. Thirty microgram of protein per sample was separated by sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) and immunoblotted using the following primary antibodies: P2X7 receptor (1:200, Cat no: APR-004, Alomone Labs, Jerusalem, Israel), Iba1 (1:400; Cat no: 019-19741; Wako, Neuss, Germany) and β-Actin (1:2,000, Cat no: A5441. Sigma–Aldrich, Dublin, Ireland). Membranes were then incubated with horseradish peroxidase-conjugated secondary antibodies (Jackson ImmunoResearch, Plymouth, PA, USA) and bands visualized using Supersignal West Pico Chemiluminescence Substrate (Pierce, Rockford, IL, USA). Images were captured using a Fuji-Film LAS-3000 (Fuji, Sheffield, UK).

### Statistical Analysis

Statistical analysis was carried out using GraphPad Prism 5.00 and STATVIEW software (5.0.1.0). Data were presented as means ± standard error of the mean (SEM). Analysis of variance (ANOVA) with *post hoc* Fisher’s protected least significant difference test was used to analyze three or more group data. For two-group comparison, Student’s *t*-test was used to determine statistical differences between groups analyzed *via* OpenArray. Significance was accepted at *p < 0.05.

## Results

### Similar Seizure Severity of P2X7 Receptor Knockout Mice and Wild-Type Mice During Status Epilepticus

To establish whether the P2X7 receptor impacts on the miRNA expression profile in the brain, ipsilateral hippocampi from wt and *P2rx7^−/−^* mice were analyzed under physiological conditions (vehicle-injected control mice) and post-status epilepticus using a genome-wide high-throughput qPCR-based miRNA platform (OpenArray; *n* = 3 per group, each sample was a pool of two hippocampi from different mice). 

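Hippocampal RNA (1 μg per sample) was measured by TaqMan OpenArray, in which each miRNA assay is a qPCR reaction read as the threshold cycle (Ct), so that a lower Ct means more miRNA and 1 cycle is about a factor of 2. The 12 samples comprised 4 groups of 3 samples, and each sample was a pool of hippocampi from 2 mice. The groups were vehicle-injected wt and *P2rx7-/-* control mice, which received 0 μg KA, and wt and *P2rx7-/-* mice taken 8 h after 0.3 μg KA (post-SE). All groups received 6 mg/kg lorazepam. The paper gives the age of the mice as 8 to 12 weeks, whereas the sample labels give 8 weeks. The authors deposited the Ct values without normalization in a table of 653 assay lines, of which 619 were miRNA assays. The control assays comprised 16 lines for snoRNA135, 16 for snoRNA202 and 2 for the plant miRNA ath-miR159a. The listed Ct values ran from 10.0 to 28.0, and an assay without a Ct in a sample was left empty. The number of assays with a Ct was 497, 567 and 543 in the wt control samples, 516, 569 and 525 in the *P2rx7-/-* control samples, 505, 546 and 542 in the wt post-SE samples and 542, 550 and 539 in the *P2rx7-/-* post-SE samples. Each miRNA assay gave 1 Ct per sample, so the precision of single values was judged from snoRNA135, whose wells repeat within a sample. Of 187 snoRNA135 wells with a Ct, 17 (9.09%) lay over 1.5-fold from the median of their sample, and without wt control replicate 1 the number was 12 of 173 (6.94%). Starting from the Ct values, the mean Ct of the sample over the miRNAs detected in all samples was subtracted (global mean normalization), and the FC of each sample was computed with the 2^−ΔΔCt method relative to the average of the reference group. Following the OpenArray methods of the paper, a miRNA was called up-regulated when its average FC over the 3 samples was above 1.5 and down-regulated when it was below 0.6. The statistics section of the paper also names a two-group test at p < 0.05 for the OpenArray, which is not part of this rule and was added only as an alternative. Because this rule does not weigh the spread between samples, the normalized values of all 12 samples were also fitted with limma, with Benjamini-Hochberg adjustment over all miRNAs analyzed. The choices most open to change were the normalizer, the Ct cut-off, the averaging of the FCs and the contribution of single samples.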

The OpenArray is a high-density qPCR assay plate that enables the analysis of hundreds of miRNAs with high reproducibility (Farr et al., 2015). P2X7 receptor-dependent miRNA expression was analyzed 8 h post-status epilepticus, the time-point at which a peak in hippocampal P2X7 receptor expression in the intra-amygdala KA mouse model of status epilepticus has been described (Engel et al., 2012). Status epilepticus was triggered *via* unilateral microinjection of KA into the basolateral amygdala in mice (Mouri et al., 2008; Figure 1A). In this model, status epilepticus leads to neurodegeneration in the brain which is mainly restricted to the ipsilateral brain hemisphere including the cortex and the CA3 subfield of the hippocampus. Hippocampal neurodegeneration is absent in vehicle-injected control mice (Mouri et al., 2008). Western blotting confirmed the absence of the P2X7 receptor expression (~72 kDa) in the ipsilateral hippocampus of *P2rx7^−/−^* mice subjected to status epilepticus (Figure 1B). We first wanted to establish whether the absence of the P2X7 receptor has an impact on the expression of other P2 receptors for which a role during status epilepticus had been suggested previously. This included the P2X family members P2X2 and P2X4 and the P2Y_1_ receptor, which belongs to the P2Y receptor family. Among the P2X receptor family, the P2X4 receptor is the receptor sharing most similarities with the P2X7 receptor (Craigie et al., 2013). Moreover, while expressional changes have been reported for both the P2X2 and P2X4 receptors (Avignone et al., 2008; Engel et al., 2012), P2X4 receptor deficiency has also been shown to aggravate seizure-induced neurodegeneration (Ulmann et al., 2013). In contrast, the P2Y_1_ receptor is involved in both seizure generation and seizure-induced cell death (Simoes et al., 2018; Alves et al., 2019). Interestingly, P2Y_1_ receptor expression has been observed to be particularly increased on microglia post-status epilepticus (Alves et al., 2019), the main cell type expressing the P2X7 receptor (Kaczmarek-Hajek et al., 2018). qPCR revealed that *P2rx7^−/−^* mice showed normal transcript levels of P2X2 and P2X4 receptors in the hippocampus (Supplementary Figure S1A). *P2rx7^−/−^* mice showed also similar transcript levels of the P2Y_1_ receptor. Furthermore, *P2rx7^−/−^* mice displayed a reduction in protein levels of the microglial marker Iba1 in the hippocampus (Supplementary Figure S1B), in line with the known role for P2X7 receptor driving microglia activation (Monif et al., 2009). Finally, hippocampal mRNA levels of the neuronal activity-regulated gene *c-Fos* and baseline EEG recordings were similar between wt and *P2rx7^−/−^* mice suggesting that a loss of the P2X7 receptor does not noticeably alter normal brain function (Supplementary Figures S1C,D).

**Figure 1:**
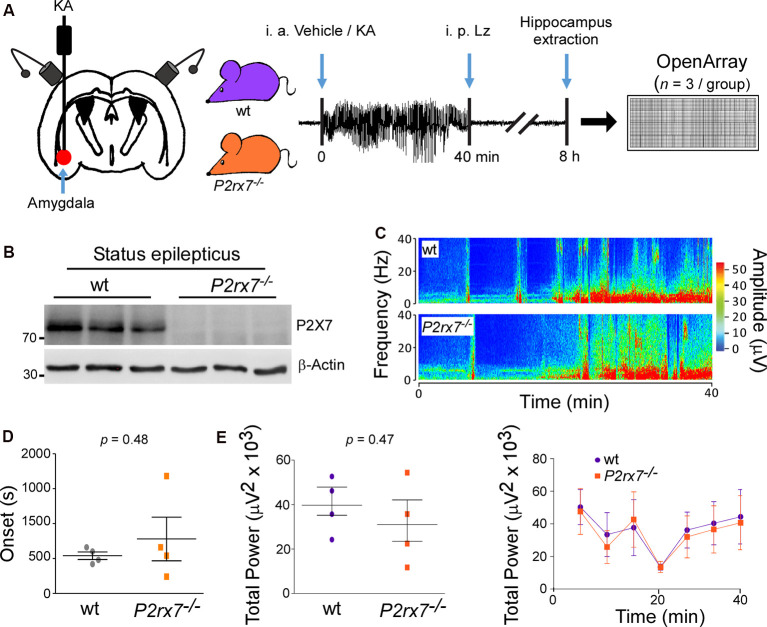
P2X7^−/−^ mice experience similar seizure severity during intra-amygdala Kainic acid when compared to wild-type mice. **(A)** Experimental design: Kainic acid (KA) was injected intra-amygdala to trigger status epilepticus in mice, which was interrupted after 40 min through the injection of the anticonvulsant lorazepam (Lz). Ipsilateral hippocampi were extracted 8 h post status epilepticus from wt and *P2rx7^−/−^* mice, the peak of the P2X7 receptor expression post-status epilepticus in the intra-amygdala KA model. MiRNAs were profiled *via* OpenArray. **(B)** Western blot (*n* = 1 per line) showing the absence of the P2X7 receptor signal (~72 kDa) in the hippocampus of *P2rx7^−/−^* mice 8 h post-status epilepticus. **(C)** Representative electroencephalogram (EEG) recordings presented as heat maps of frequency and amplitude data showing no difference between wt and *P2rx7^−/−^* mice during intra-amygdala KA-induced status epilepticus. **(D)** Graph showing no difference in the onset of seizures between wt mice when compared to *P2rx7^−/−^* mice (*n* = 4 per group). **(E)** Graphs showing no difference in EEG total power between wt and *P2rx7^−/−^* mice during 40 min of status epilepticus starting at the time of intra-amygdala KA injection until the administration of the anticonvulsant lorazepam (*n* = 4 per group).

When subjected to intra-amygdala KA-induced status epilepticus, *P2rx7^−/−^* mice experienced a similar seizure phenotype during the 40 min between injection of KA and administration of lorazepam when compared to wt mice [Total power: wt (39,670 ± 6,227 μV^2^) vs. *P2rx7^−/−^*(31,040 ± 9,174 μV^2^), *p* = 0.4659; Amplitude: wt (411.8 ± 38.70 μV) vs. *P2rx7^−/−^*(412.5 ± 76.45 μV), *p* = 0.9931; high-frequency high amplitude (HFHA) polyspiking: wt (682.5 ± 214.2 s) vs. *P2rx7^−/−^*(613.8 ± 252.9 s), *p* = 0.8425; Figures 1C–E and Supplementary Figures S1E,F]. Reinforcing that *P2rx7^−/−^*and wt mice experience a similar seizure severity during status epilepticus, levels of the neuronal activity-regulated miRNA-134 (Jimenez-Mateos et al., 2012) were comparable between genotypes 8 h post-status epilepticus (Supplementary Figure S1G). 

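In the OpenArray samples, the assay mmu-miR-134 gave FCs of 0.832, 0.874 and 1.40 in the 3 *P2rx7-/-* post-SE samples relative to the average of the wt post-SE samples, which themselves lay at 1.04, 0.946 and 1.01. The average FC was 1.04 ± 0.316 (SD, n = 3). The log2 difference between genotypes of 0.01 was far smaller than its standard error of 0.30 (adjusted p = 0.999, limma). A two-sided exact permutation test gave p = 1, where 0.1 is the smallest value that 3 samples against 3 allow. Leaving out each sample in turn moved the average FC between 0.853 and 1.14, and the lower value, on the other side of 1, was reached without *P2rx7-/-* post-SE replicate 3.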

Since there were no significant differences in seizure severity during status epilepticus, this indicates that differences in miRNA profiles result directly from changes in signaling rather than being secondary to an effect of altered seizure severity.

### Altered miRNA Expression Profile in P2X7 Receptor Knockout Mice Under Physiological Conditions and Following Status Epilepticus

Next, we profiled miRNA expression within the hippocampus of wt and *P2rx7^−/−^* mice (Figure 2A). 

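Over the miRNAs detected in all samples, the Ct values of 11 of the 12 samples ranked the miRNAs alike, with Spearman correlations between 0.872 and 0.989 for every pair of these samples. These correlations are across miRNAs, which are not independent replicates. The remaining sample, wt control replicate 1, correlated with the others at 0.660 to 0.737. The mean Ct of each sample was then subtracted. Wt control replicate 1 differed by over 2 cycles from the median of the other samples for 75 of 349 assays. In each of the other samples this held for 3 to 28 assays. The closest pair of samples was wt control replicate 2 and *P2rx7-/-* control replicate 2. For 3 of the 12 samples, the sample closest in rank correlation belonged to the same group. The mean rank correlation was 0.904 between samples of the same group and 0.903 between samples of different groups.

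**Figure D1:**
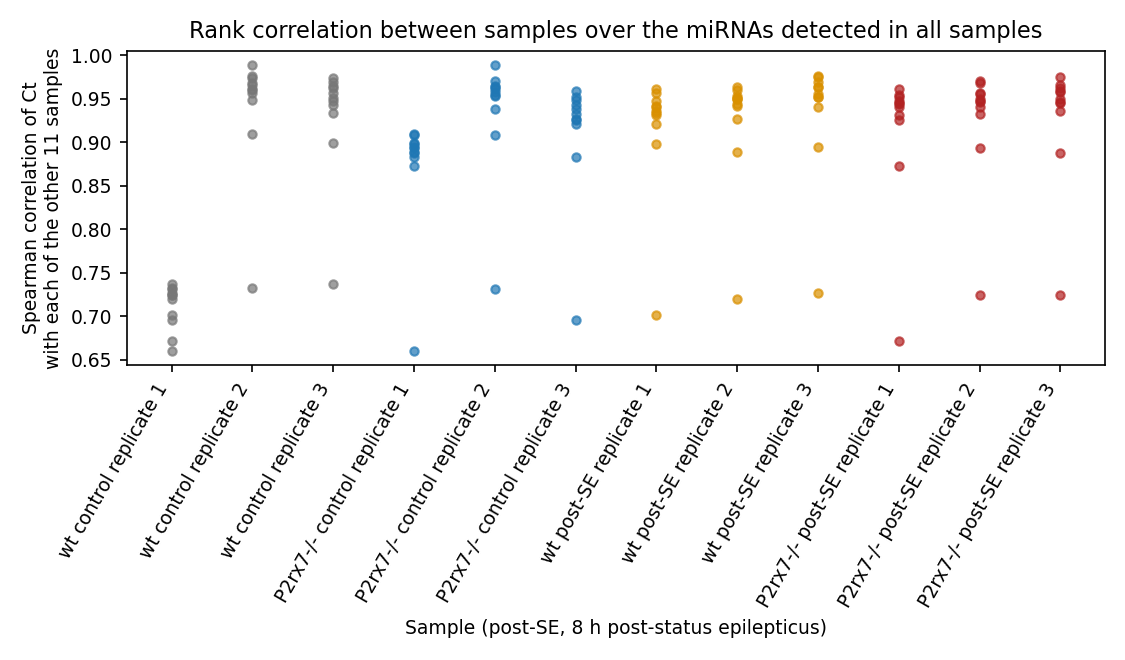
Spearman correlation (vertical axis, no unit) of the Ct values of each of the 12 samples (horizontal axis) with each of the other 11 samples over the miRNAs detected in all samples, with 1 point per pair and colors for the 4 groups (wt control grey, P2rx7-/- control blue, wt post-SE yellow, P2rx7-/- post-SE red). The points of wt control replicate 1 lie between 0.660 and 0.737, and the lowest point of every other sample is its correlation with wt control replicate 1, while all pairs without it lie between 0.872 and 0.989.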

MiRNAs were included if detected in all samples of all four groups (vehicle-and KA-injected wt and *P2rx7^−/−^* mice). This resulted in 335 miRNAs (Figures 2A,B, and Supplementary Table S1). 

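Of the 619 miRNA assay lines with a Ct in at least 1 sample, 335 had a Ct below 28 in all 12 samples and 284 lacked a Ct in 1 or more samples. With a Ct cut-off of 26, 313 miRNAs remained, and taking any Ct listed gave 335 again, since the table lists no Ct above 28.0. With each sample left out in turn the number ranged from 335 to 382, and the highest number was reached without wt control replicate 1. For 48 assays this was the only sample without a Ct, against 0 to 18 assays in each other sample. Among all assay lines, 10.5% of the values were missing where the mean Ct was 12 to 18, 59.4% where it was 26 to 28, and 42.2% where it was 10 to 11. Within groups, the SD of the normalized Ct over the 335 miRNAs had a median of 0.636 cycles, with 0.348 at the 10th percentile and 1.92 at the 90th.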

Demonstrating OpenArray results to reproduce earlier findings, our analysis identified several miRNAs shown to alter their expression following seizures and/or during epilepsy in previous studies (e.g., miR-134, miR-21, and miR-27a* were found to be up-regulated and miR-18a down-regulated post-status epilepticus; Roncon et al., 2015; Cava et al., 2018; Supplementary Figures S1G, S2). 

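Relative to the wt control samples, the assay for miR-134 gave an average FC of 1.43 ± 0.0701 (SD, n = 3) in wt post-SE samples and 1.47 ± 0.451 in *P2rx7-/-* post-SE samples. In both genotypes all 3 post-SE samples lay above all 3 wt control samples (two-sided exact permutation test, p = 0.1), and the average FC stayed under the 1.5 threshold. It rose over the threshold without wt control replicate 3 (1.53 and 1.58), and in *P2rx7-/-* mice also without *P2rx7-/-* post-SE replicate 1 (1.62) or replicate 2 (1.59). The assay hsa-miR-21 gave 0.620 ± 0.199 in wt and 0.443 ± 0.069 in *P2rx7-/-* post-SE samples. This result rested on wt control replicate 1, which lay at 2.58 against 0.70 and 0.555 in the other wt control samples, and without it the average FCs were 0.995 and 0.712. The wt average fell under 0.6 without wt control replicate 2 (0.519) or replicate 3 (0.462) or without wt post-SE replicate 3 (0.516). For miR-27a* the average FC was 1.94 ± 0.452 in wt and 1.96 ± 0.246 in *P2rx7-/-* post-SE samples, and it stayed at 1.68 or higher in wt and 1.75 or higher in *P2rx7-/-* mice with each sample left out in turn. The log2 changes of miR-27a*, 0.93 and 0.96, compared with a standard error of 0.34 (adjusted p = 0.664 and 0.712, limma). For miR-18a the average FC was 0.672 ± 0.145 in wt and 0.691 ± 0.121 in *P2rx7-/-* post-SE samples, below all wt control samples in both genotypes (two-sided exact permutation test, p = 0.1) and above the 0.6 threshold. In wt mice it fell to 0.591 without wt post-SE replicate 3.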

We then compared miRNA profiles between vehicle-injected control wt and *P2rx7^−/−^* mice. This revealed that 50 miRNAs are up-regulated and 35 miRNAs are down-regulated in *P2rx7^−/−^* mice (Figure 2C). 

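By the FC thresholds, 71 of the 335 miRNAs were up-regulated and 52 were down-regulated in *P2rx7-/-* control samples relative to wt control samples, 36.7% of all miRNAs analyzed. All 3 *P2rx7-/-* samples exceeded 1.5 for 23 of the up-regulated miRNAs, a single sample did so for 21, and 36 (50.7%) lost the call when the highest sample was left out. Among the down-regulated miRNAs, 26 lay under 0.6 in all 3 samples. Because FCs are averaged arithmetically, the wt control samples themselves averaged over 1.5 for 46 miRNAs. Without wt control replicate 1, 65 miRNAs were up-regulated and 21 down-regulated, of which 41 and 13 were called in the same direction with all samples. Among the normalizers, snoRNA135, chosen after seeing the data, moved the numbers most, to 150 and 23. Keeping only miRNAs whose reference group averaged below 1.5 gave 47 and 34. With a p below 0.05 in the paper's two-group test as a further condition, also chosen after seeing the data, 2 and 5 were left. The *P2rx7-/-* and wt control samples did not overlap for 47 miRNAs (14.0%; 12 higher and 35 lower in *P2rx7-/-* mice), where chance gives 10% with 3 samples against 3. With limma no miRNA reached an adjusted p below 0.05, the lowest being 0.615, and 20 had an unadjusted p below 0.05. Across the other settings the lowest adjusted p lay between 0.314 and 0.956. The miRNA with the lowest p was mmu-miR-182, with a log2 difference of −1.13 (standard error 0.32, unadjusted p = 0.00496).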

Then, we investigated to what extent the lack of the P2X7 receptor had an effect on the miRNA expression profile after status epilepticus. 

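In the wt post-SE samples, 78 miRNAs had an average FC above 1.5 and 42 below 0.6 relative to the wt control samples (120 of 335, 35.8%). In the *P2rx7-/-* post-SE samples, compared with the same wt controls, the numbers were 69 and 44 (113, 33.7%). Of the up-regulated miRNAs, 33 in wt and 29 in *P2rx7-/-* mice exceeded 1.5 in all 3 samples, and 38 (48.7%) and 33 (47.8%) lost the call without their highest sample. Without wt control replicate 1, 57 miRNAs were up- and 20 down-regulated in wt mice, and 55 and 13 in *P2rx7-/-* mice. Of these, 45 and 12 in wt mice and 37 and 9 in *P2rx7-/-* mice were called in the same direction with all samples. The groups did not overlap for 37 miRNAs (11.0%; 20 higher and 17 lower) in wt and 34 (10.1%; 9 higher and 25 lower) in *P2rx7-/-* mice, where 10% is given by chance. No miRNA had an adjusted p below 0.05 with limma in either comparison, with 13 and 12 miRNAs below 0.05 before adjustment. The lowest p in both comparisons belonged to mmu-miR-685, with log2 changes of 2.89 in wt (adjusted p = 0.316) and 3.09 in *P2rx7-/-* mice (adjusted p = 0.205), each with a standard error of 0.63. The average FC of miR-685 was 7.41 ± 0.088 (SD, n = 3) in wt and 9.58 ± 5.35 in *P2rx7-/-* post-SE samples, and all 3 samples lay above all wt controls in both genotypes. Without *P2rx7-/-* control replicate 2, which enters limma's estimate of the spread, 1 miRNA, miR-21*, fell below an adjusted p of 0.05 in each comparison (0.0150 and 0.0149), where the lowest adjusted p over all settings ran up to 0.857 in wt and 0.828 in *P2rx7-/-* mice.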

When both genotypes subjected to intra-amygdala KA were compared to vehicle-injected control wt mice, 58 miRNAs were up-regulated and 26 miRNAs were down-regulated in wt mice after status epilepticus and 53 miRNAs were up-regulated and 28 miRNAs down-regulated in *P2rx7^−/−^* mice after status epilepticus (Figure 2C). Average fold changes in miRNA expression were similar between conditions and genotypes (Figure 2D and Supplementary Figure S3). 

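The median over the up-regulated miRNAs of the average FC was 2.66 in *P2rx7-/-* control, 2.44 in wt post-SE and 2.36 in *P2rx7-/-* post-SE samples, each relative to wt control samples. When the median was taken in each of the 3 samples of a group, its SD between samples was 0.338, 0.562 and 0.335, so the medians differed by no more than their samples did. The means over the same miRNAs were 80.8, 5.59 and 5.89, the first raised by a few very large FCs in *P2rx7-/-* control samples. The medians over the down-regulated miRNAs were 0.461, 0.481 and 0.459, with SDs between samples of 0.0976, 0.0660 and 0.0408. Without wt control replicate 1 the median of the up-regulated miRNAs was 1.91 in *P2rx7-/-* control samples. Of the normalizations, the mean of all assays detected in a sample moved the *P2rx7-/-* post-SE median most, to 3.35.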

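Of the 95 miRNAs up-regulated relative to wt control samples in wt or in *P2rx7-/-* post-SE samples, 52 (54.7%) were called up-regulated in both, 21 in wt mice alone and 16 in *P2rx7-/-* mice alone. Both comparisons use the same 3 wt control samples, which by itself makes their calls overlap. In 1000 simulated data sets with unchanged groups and the spread shared by all samples, a median of 38 miRNAs were called up-regulated in both, and 0.8% of data sets had as many as observed. When wt control replicate 1 kept its own deviations in the simulation, the median was 50, with 42 to 59 covering 95% of the data sets, and 36.9% had as many. These deviations were taken from the mean of all other samples, so a real difference of wt controls from the other groups can enter them. Without wt control replicate 1, the samples measured gave 27 miRNAs up-regulated in both genotypes.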

Further analysis revealed 33 miRNAs were commonly regulated after status epilepticus between genotypes whereas 22 miRNAs were unique to wt and 20 miRNAs to *P2rx7^−/−^* mice among the up-regulated miRNAs post-status epilepticus. 

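Among 62 miRNAs down-regulated relative to wt control samples in either genotype after status epilepticus, 24 (38.7%) were called in both, 17 in wt mice alone and 15 in *P2rx7-/-* mice alone. The shared wt controls gave a median of 10 such common miRNAs in simulated data with unchanged groups, and 26 (20 to 32 in 95% of the data sets) when wt control replicate 1 kept its own deviations. As many as 24 were found in 0% and 77% of the simulated data sets, respectively. Leaving out wt control replicate 1 left 4 miRNAs down-regulated in both genotypes, and keeping only miRNAs whose wt control samples averaged below 1.5 left 7.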

Among the down-regulated miRNA pool, eight were common between both genotypes, 17 miRNAs were unique to *P2rx7^−/−^*and 18 unique to wt mice. Only three miRNAs were up-regulated in wt and down-regulated in *P2rx7^−/−^* mice and one single miRNA was at the same time up- in *P2rx7^−/−^* mice and down-regulated in wt mice (Figure 2E). 

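By the same thresholds, 5 miRNAs were up-regulated in wt and down-regulated in *P2rx7-/-* post-SE samples, and 1 miRNA was down-regulated in wt and up-regulated in *P2rx7-/-* post-SE samples. The former number was 2 without wt post-SE replicate 1. The difference between genotypes in the response to status epilepticus was tested with limma as the interaction of genotype and treatment, in which no miRNA reached an adjusted p below 0.05 and 8 had an unadjusted p below 0.05.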

Interestingly, miRNA expression differences between wt and *P2rx7^−/−^* mice are more pronounced during physiological conditions when compared to post-status epilepticus (85 in control conditions and 59 post-status epilepticus) with more miRNAs being up-regulated under both conditions 50 up- (e.g., miR-671-3p, fold change (FC) = 6.66; miR-129, FC = 4.69) and 35 down-regulated (e.g., miR-431*, FC = 0.27; miR-20b, FC = 0.28) in control conditions and 44 up- (e.g., miR-770-3p, FC = 34.1; miR-409-5p, FC = 14.92) and 13 down-regulated (e.g., miR-721, FC = 0.41; miR-490, FC = 0.46) post-status epilepticus; Figure 2F and Supplementary Table S2). 

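Relative to wt post-SE samples, 57 miRNAs were up-regulated and 15 down-regulated in *P2rx7-/-* post-SE samples, 72 in all (21.5% of the 335). Of the 57, 13 exceeded 1.5 in all 3 *P2rx7-/-* samples, 27 in 1 sample only, and 36 (63.2%) lost the call without their highest sample. The number of down-regulated miRNAs was 32 without *P2rx7-/-* post-SE replicate 2, 28 without wt post-SE replicate 3 and 23 without *P2rx7-/-* post-SE replicate 1. The *P2rx7-/-* and wt post-SE samples did not overlap for 19 miRNAs (5.67%; 7 higher and 12 lower; chance 10%). No adjusted p was below 0.05 with limma, the lowest being 0.999, and 4 miRNAs had an unadjusted p below 0.05. For miR-671-3p in control mice the average FC was 6.59 ± 8.66 (SD, n = 3), from FCs of 16.6, 1.63 and 1.55, and it was 1.59 without *P2rx7-/-* control replicate 1. For miR-129 it was 4.64 ± 3.91, with all *P2rx7-/-* samples above all wt samples (two-sided exact permutation test, p = 0.1), and 2.29 without wt control replicate 1, which lay at 0.243. For miR-431* the average FC was 0.0593 ± 0.0372, and 0.268 without wt control replicate 1, whose own FC was 20.4 against 0.0699 and 0.701 in the other wt controls. Of the 2 assays for miR-20b, rno-miR-20b gave FCs of 0.126, 126 and 0.139, an average of 42.1 ± 72.7 that became 0.132 without *P2rx7-/-* control replicate 2, and hsa-miR-20b averaged 1.14 ± 0.615. The average of hsa-miR-20b changed sides with single samples, from 0.586 without wt control replicate 1 and 0.931 without *P2rx7-/-* control replicate 3 to 1.70 and 1.50 without wt control replicates 2 and 3. Post-status epilepticus, miR-770-3p averaged 34.1 ± 55.9 from FCs of 98.7, 2.04 and 1.57, and 1.80 without *P2rx7-/-* post-SE replicate 1. The same sample raised miR-409-5p, with FCs of 42.9, 1.05 and 0.810 and an average of 14.9 ± 24.2 that fell to 0.932 without it. For miR-721 the average FC was 0.414 ± 0.485, from 0.950, 0.00438 and 0.288, with 0.672 when wt post-SE replicate 1 and 0.619 when *P2rx7-/-* post-SE replicate 2 was left out. For miR-490 it was 0.459 ± 0.136, with all *P2rx7-/-* samples below all wt samples (two-sided exact permutation test, p = 0.1), and 0.612 without wt post-SE replicate 1.

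**Figure D2:**
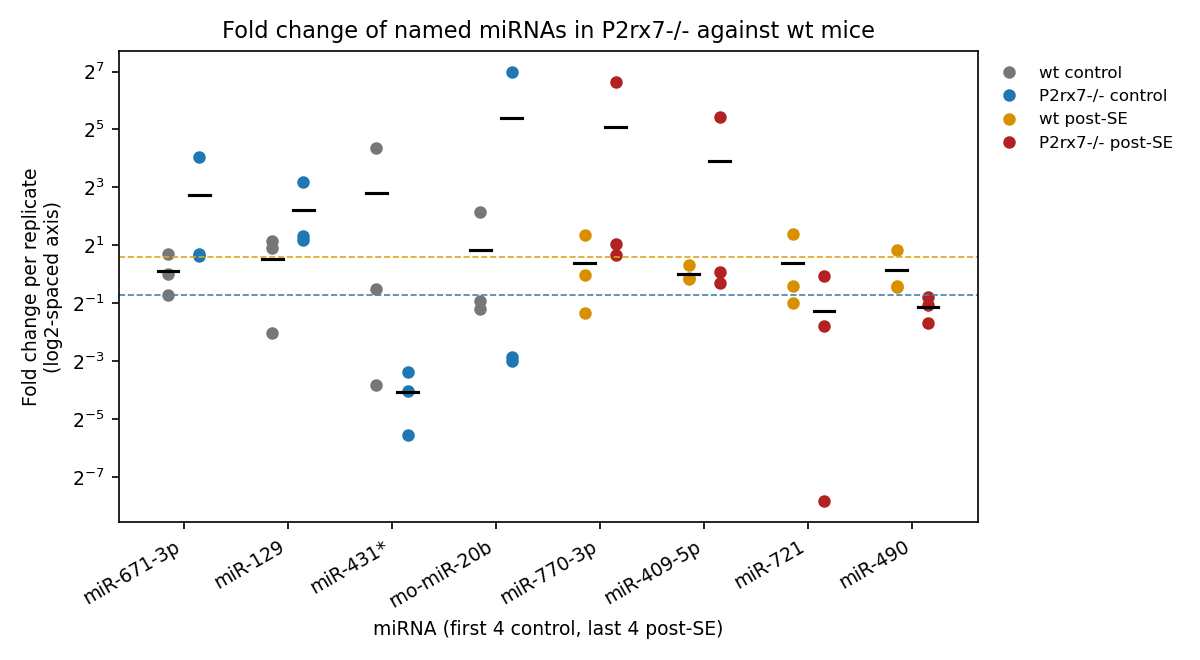
FC of each sample (vertical axis, no unit, spaced by log2) for 8 miRNAs (horizontal axis), the first 4 in control mice relative to wt controls and the last 4 post-status epilepticus relative to wt post-SE; points are the 3 samples of each group, short black lines their averages, and dashed lines the 1.5 and 0.6 thresholds. Single samples set several averages, such as 126 of rno-miR-20b in *P2rx7-/-* control replicate 2 and 98.7 of miR-770-3p in *P2rx7-/-* post-SE replicate 1, and 20.4 of miR-431* in wt control replicate 1.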

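Among miRNAs changed in *P2rx7-/-* relative to wt post-SE samples, the median of the average FC was 2.02 for the up-regulated (SD between samples 0.352) and 0.459 for the down-regulated miRNAs (SD between samples 0.0307). The mean over the up-regulated miRNAs was 3.64 and over the down-regulated 0.418, against 0.419 for those down-regulated in *P2rx7-/-* relative to wt control samples.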

Again, fold changes in miRNA expression were similar between conditions (Figure 2G). 

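In *P2rx7-/-* relative to wt mice, 21 miRNAs were called up-regulated both in control mice and post-status epilepticus, out of 107 up-regulated in either condition (19.6%), and 5 were called down-regulated in both, out of 62 (8.06%). If the calls of the 2 conditions were independent, 12.1 common up-regulated and 2.33 common down-regulated miRNAs would be found by chance (exact one-sided hypergeometric test over miRNAs for as many or more, p = 0.00208 and 0.0653). The miRNAs are not independent replicates. In 1000 simulated data sets with unchanged groups, where miRNAs with a large spread are called in both conditions, the median overlap was 25 up-regulated and 4 down-regulated miRNAs, and 83.8% and 34% of the data sets had as many as observed. The overlap of up-regulated miRNAs was 9 without *P2rx7-/-* post-SE replicate 1. The overlap of down-regulated miRNAs was 2 without wt control replicate 1 and 11 without *P2rx7-/-* post-SE replicate 2. With the geometric instead of the arithmetic mean of the FCs the overlaps were 10 and 8.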

Notably, minimal overlap in altered miRNAs was observed between vehicle-injected control *P2rx7^−/−^* mice when compared to *P2rx7^−/−^* mice subjected to status epilepticus with only 11 miRNAs out of 64 common among up-regulated miRNAs and 3 out of 37 among down-regulated miRNAs (Figure 2H). This suggests P2X7 receptor-driven changes in the miRNA profile are dependent on physiological context.

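Over the 335 miRNAs, the log2 difference between *P2rx7-/-* and wt mice in control samples was unrelated to that in post-SE samples (Pearson r = −0.0351, Spearman rho = −0.0181). Of 400 relabelings of the samples, 58.5% gave a correlation as large or larger. Each relabeling has a mirror with the opposite sign, so a correlation near 0 falls near the middle by construction. The share therefore shows only that no positive correlation stood out, and cannot show whether its absence is unusual. The interaction of genotype and treatment, which asks whether the difference between genotypes itself differed between conditions, gave no miRNA with an adjusted p below 0.05 with limma. Its lowest adjusted p was 0.851, and it ranged from 0.735 to 0.980 over the other settings. The lowest unadjusted p with limma, 0.00764, was that of mmu-miR-701, with a log2 interaction of 1.97 (standard error 0.60). From the small number of miRNAs called in both conditions (Figure 2H), the paper proposes that P2X7 receptor-driven changes in the miRNA profile depend on the physiological context.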

**Figure 2:**
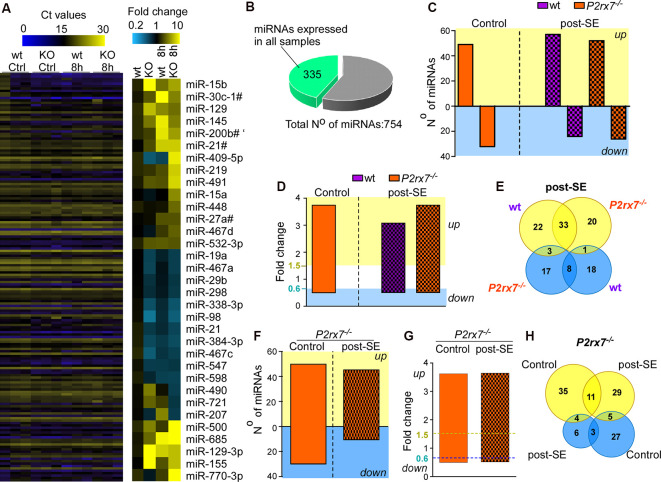
P2X7 receptor-dependent changes in hippocampal miRNA levels. **(A)** Illustrative heat map showing hippocampal miRNA levels in the different groups including vehicle-injected control mice and mice subjected to status epilepticus [wild-type (wt) and *P2rx7^−/−^*(KO)]. Colors on the left indicate Ct values for each miRNA. While blue represents a higher Ct value which corresponds to lower miRNA levels, yellow represents a lower Ct value corresponding to higher miRNA levels. The panel on the right shows miRNAs with the highest fold changes (blue, lower fold-change (FC); yellow, higher FC). Vehicle-injected wt control mice were used as a normalizing control. **(B)** Pie chart indicating the number of miRNAs used for the analysis. The OpenArray analysis included 754 murine miRNAs. Three-hundred and thirty five miRNAs were detected in all hippocampal samples analyzed with Ct values <28. **(C)** Bar chart showing differentially regulated miRNAs in vehicle-injected control mice (*P2rx7^−/−^*) and mice subjected to status epilepticus (wt and *P2rx7^−/−^*). MiRNA expression was normalized to vehicle-injected wt control mice. **(D)** Bar chart showing similar fold changes (FC) of differentially expressed miRNAs among different treatment groups [control and post-status epilepticus (post-SE)] and genotypes (wt and *P2rx7^−/−^*). **(E)** Venn diagram showing the number of up- and down-regulated miRNAs unique and common to wt and *P2rx7^−/−^* mice post-status epilepticus (post-SE). **(F)** Bar chart showing differentially regulated miRNAs in *P2rx7^−/−^* mice [control and post-status epilepticus (post-SE)] when compared to wt mice. **(G)** Bar chart showing similar fold changes (FC) of differentially expressed miRNAs in *P2rx7^−/−^*animals (control and post-status epilepticus). The blue dashed line indicates the cut-off of down-regulated miRNAs, the yellow dashed line indicates the cut-off of up-regulated miRNAs. **(H)** Venn diagram showing the number of up-regulated and down-regulated miRNAs in *P2rx7^−/−^* mice during control conditions and post-status epilepticus (post-SE).

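Of the miRNAs called by the FC thresholds in *P2rx7-/-* relative to wt mice, 57.7% were up-regulated in control mice and 79.2% post-status epilepticus. With the groups swapped, so that wt mice were expressed relative to *P2rx7-/-* mice, up-regulated miRNAs also outnumbered down-regulated ones, by 89 to 29 in control mice and 55 to 20 post-status epilepticus. Using the geometric mean of the FCs, 58 miRNAs were up- and 64 down-regulated in control mice, and 39 and 22 post-status epilepticus. The balance also moved with the normalizer, from 44.0% up-regulated in control mice with the mean of all assays detected in each sample to 86.7% with snoRNA135, a setting chosen after seeing the data. Post-status epilepticus it ranged from 77.8% to 91.2% between the same normalizers and was 63.9% with the geometric mean. Averaged over both treatments, the difference between genotypes gave no miRNA with an adjusted p below 0.05 with limma and 16 with an unadjusted p below 0.05. The lowest adjusted p was 0.621, that of miR-182, with a log2 difference of −0.85 (standard error 0.22).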

In summary, P2X7 receptor deficiency leads to a distinct miRNA signature in the hippocampus during normal physiology and following status epilepticus with increased miRNA expression being the predominant response under both conditions.

### Pathways Targeted *via* P2X7 Receptor-Dependent miRNAs

We then explored what genes and pathways are potentially regulated *via* P2X7 receptor-dependent miRNAs during physiological conditions and following status epilepticus. To ensure meaningful results, only experimentally validated and reliably predicted target genes (with comparable prediction scores across databases) were taken into account. Our analysis predicted 9,927 genes to be targeted *via* up-regulated miRNAs and 6,144 genes targeted *via* down-regulated miRNAs during physiological conditions. Post-status epilepticus, 8,254 genes were identified to be targeted *via* up-regulated miRNAs and only 235 genes were predicted to be targeted *via* down-regulated miRNAs (Supplementary Table S3).

Enrichment analysis of GO terms of putative target genes of P2X7 receptor-dependent miRNAs shows that genes involved in signaling pathways (e.g., “Signaling by VEGF,” “Signaling by Receptor Tyrosine Kinases,” “Intracellular signaling by second messengers,” “MAPK family signaling cascades,” “MAPK1/MAPK3 signaling,” “PIP3 activates AKT signaling,” “Signaling by TGF-beta family members”) were overrepresented under both vehicle-injected control conditions (up- and down-regulated miRNAs) and post-status epilepticus (up-regulated miRNAs) with signaling cascades associated with the serine/threonine-specific protein kinase AKT [also known as Protein kinase B (PKB)] particularly abundant. Of note, pathways associated with the mitogen-activated protein kinase (MAPK) were only present among the up-regulated miRNAs in vehicle-injected control mice. Genes involved in the regulation of the immune system (e.g., “Antigen processing: Ubiquitination and Proteasome degradation,” “Class I MHC mediated antigen processing and presentation,” “Cytokine Signalling in Immune system”) are overrepresented in P2X7 receptor-dependent up- and down-regulated miRNAs in vehicle-injected control mice and post-status epilepticus, in line with the P2X7 receptor being a major contributor to inflammatory signaling cascades (Di Virgilio et al., 2017). In contrast, pathways regulating cell death seem to be mainly restricted to the up-regulated miRNA pool (control conditions and post-status epilepticus; e.g., “Apoptosis,” “Programmed cell death,” “Death receptor signaling”; Figures 3, 4 and Supplementary Figures S4, S5). Other pathways include: (a) “Axon guidance” (targeted by both up- and down-regulated miRNAs in control conditions and up-regulated miRNAs after status epilepticus); (b) “EPH-Ephrin signaling,” involved in neuronal migration and targeted by up-regulated miRNAs post-status epilepticus); (c) “Clathrin-mediated endocytosis” and “Regulation of TP53 activity” (targeted by down-regulated miRNAs in control conditions); (d) Phagocytosis “Fcgamma receptor (FCGR) dependent phagocytosis” and “Protein ubiquitination” (targeted by up-regulated miRNAs post-status epilepticus); and (e) “Neddylation” and “Signaling in Hippo” (targeted by down-regulated miRNAs post-status epilepticus; Figures 3, 4 and Supplementary Figures S4, S5). Thus, P2X7 receptor-regulated miRNAs seem to impact on numerous cellular pathways during both physiological and pathological conditions with a strong overrepresentation of genes involved in intracellular signaling pathways, cellular survival, and inflammation processes repeatedly linked to the P2X7 receptor (Kopp et al., 2019).

**Figure 3:**
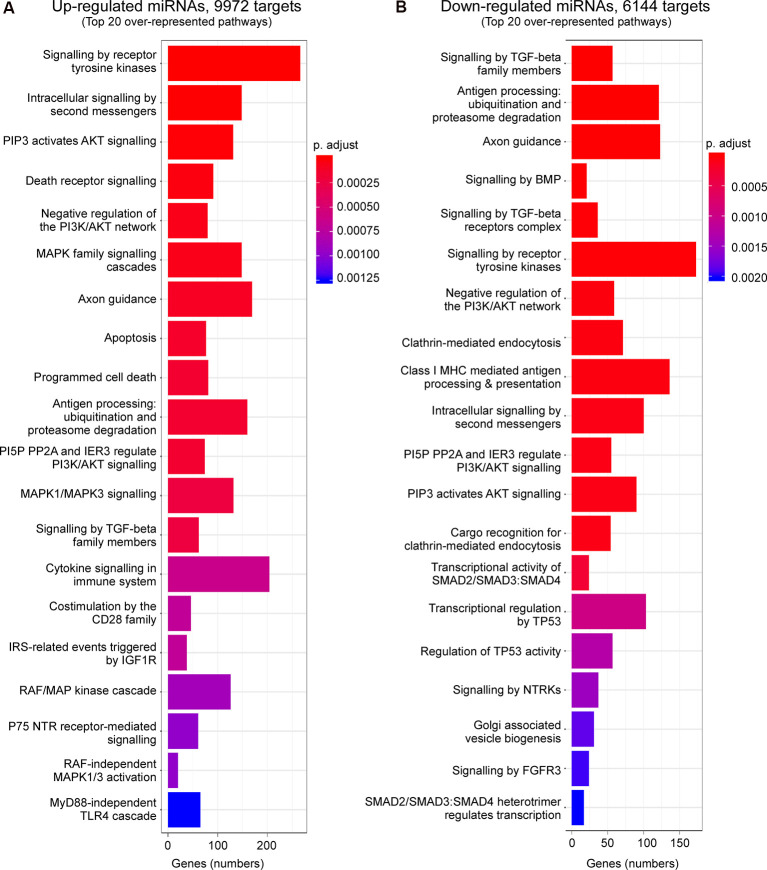
Predicted pathways targeted *via* P2X7 receptor-dependent miRNAs in the hippocampus during control conditions. Bar charts showing the top 20 pathways predicted to be targeted *via* P2X7 receptor-dependent **(A)** up-regulated and **(B)** down-regulated miRNAs in the hippocampus of vehicle-injected control *P2rx7^−/−^* mice.

**Figure 4:**
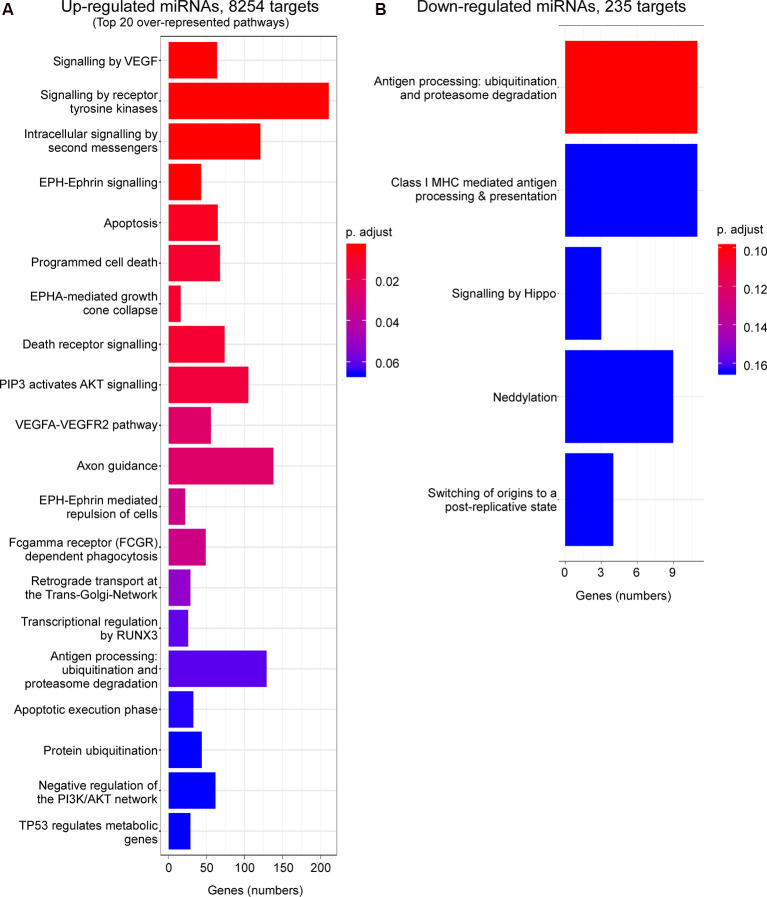
Predicted pathways targeted *via* P2X7 receptor-dependent miRNAs in the hippocampus post-status epilepticus. Bar charts showing pathways predicted to be targeted *via* P2X7 receptor-dependent **(A)** up-regulated and **(B)** down-regulated miRNAs in the ipsilateral hippocampus of *P2rx7^−/−^* mice post-status epilepticus.

Finally, the P2X7 receptor has been described as an important contributor to inflammatory processes (Adinolfi et al., 2018). We, therefore, analyzed specifically expression changes of P2X7 receptor-dependent miRNAs with a known role during inflammation (Figure 5A). 

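Figure 5A lists 20 inflammation-associated miRNAs, 14 of them anti-inflammatory and 6 pro-inflammatory. By the FC thresholds, 7 of the 14 anti-inflammatory miRNAs were changed in *P2rx7-/-* relative to wt mice in at least 1 condition, of which 6 were changed in control mice and 3 post-status epilepticus. Of the 6 pro-inflammatory miRNAs, 3 were changed in at least 1 condition, 2 in control mice and 2 post-status epilepticus.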

While 8 out of 14 anti-inflammatory miRNAs were either up- or down-regulated in *P2rx7^−/−^* mice, only two out of six pro-inflammatory miRNAs showed altered expression in *P2rx7^−/−^* mice (Figure 5A). In line with more miRNAs undergoing expression changes in vehicle-injected control *P2rx7^−/−^* mice, more inflammation-associated miRNAs seem to be dysregulated during physiological conditions when compared to post-status epilepticus (Figure 5A). 

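In control mice, 8 of the 20 listed miRNAs were called, 5 up- and 3 down-regulated, and post-status epilepticus 5 were called, 3 up- and 2 down-regulated. The shares, 40% and 25%, lay close to those of all miRNAs analyzed (36.7% and 21.5%). In control mice 2 of the 20 were called without *P2rx7-/-* control replicate 3 and 5 without wt control replicate 1. Post-status epilepticus 9 were called without *P2rx7-/-* post-SE replicate 2. Over the settings that kept all samples and used the FC thresholds alone, the numbers ranged from 7 to 10 in control mice and from 4 to 7 post-status epilepticus. With the paper's two-group test as a further condition, added after seeing the data, fewer were called in both conditions.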

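In *P2rx7-/-* relative to wt control samples, the average FC of let-7e was 0.530 ± 0.358 (SD, n = 3) and that of miR-181c 0.497 ± 0.361. Both rested on *P2rx7-/-* control replicate 3, without which they were 0.734 and 0.704, above the 0.6 threshold. Leaving out wt control replicate 1 also brought both just above it, to 0.606 and 0.607. For miR-21 the average FC was 0.513 ± 0.199, with 0.824 without wt control replicate 1 and 0.628 without *P2rx7-/-* control replicate 3. Of the up-regulated miRNAs, let-7d* averaged 1.73 ± 0.844, with 1.22 without wt control replicate 2 and 1.27 without *P2rx7-/-* control replicate 3. The average of let-7a was 3.82 ± 5.22, from FCs of 9.84, 0.888 and 0.721, and 0.804 without *P2rx7-/-* control replicate 1. For let-7f, *P2rx7-/-* control replicate 3 at 3.30 set the average of 1.60 ± 1.47, which was 0.746 without it, and 1.48 and 1.47 without wt control replicates 2 and 3. The pro-inflammatory miR-155 averaged 13.3 ± 21.5. A further listed pro-inflammatory miRNA, miR-26a, averaged 39.2 ± 5.01, because wt control replicate 1 lay at 0.000893 against 32.1 and 34.8 in the other wt controls, and its average was 1.17 without that sample.

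**Figure D3:**
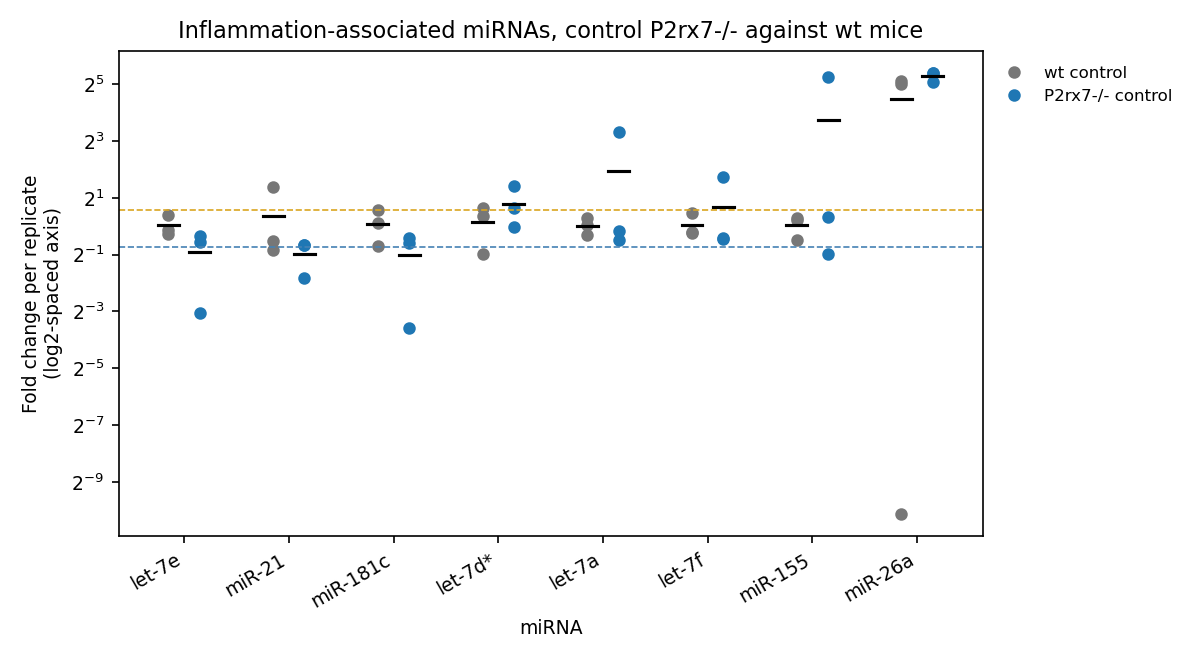
FC of each control sample relative to the wt control average (vertical axis, no unit, spaced by log2) for 8 inflammation-associated miRNAs (horizontal axis); points are the 3 wt (grey) and 3 *P2rx7-/-* (blue) samples, short black lines their averages, and dashed lines the 1.5 and 0.6 thresholds. For let-7a, let-7f and miR-155 a single *P2rx7-/-* sample (9.84, 3.30 and 38.2) lies above the upper threshold, and for miR-26a a single wt sample (0.000893) lies far below the others.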

Inflammatory miRNAs differentially expressed in vehicle-injected *P2rx7^−/−^* mice include: (a) down-regulated anti-inflammatory miRNAs let-7e, miR-21, and miR-181c; (b) up-regulated anti-inflammatory miRNAs let-7d*, let-7a, let-7f; and (c) up-regulated pro-inflammatory miRNA-155. 

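In *P2rx7-/-* relative to wt post-SE samples, let-7e* averaged an FC of 0.601 ± 0.0534 (SD, n = 3), at the edge of the 0.6 threshold. It ranged from 0.458 without wt post-SE replicate 2 to 0.778 without wt post-SE replicate 1, and was 0.571 without *P2rx7-/-* post-SE replicate 2. For miR-181c the average FC was 0.555 ± 0.305, with 0.723 without *P2rx7-/-* post-SE replicate 3 and 0.602 without wt post-SE replicate 2. The average FC of miR-223 was 2.03 ± 0.943, and it stayed above the upper threshold, from 1.51 to 2.59, with each sample left out in turn. The other assay for miR-223 averaged 1.75 ± 1.16, with 1.09 without *P2rx7-/-* post-SE replicate 3 and 1.23 without wt post-SE replicate 1. For miR-27b* it was 1.75 ± 0.0274, with all *P2rx7-/-* samples above all wt samples (two-sided exact permutation test, p = 0.1), a log2 difference of 0.80 (standard error 0.28, unadjusted p = 0.0172, limma), and 1.46 without wt post-SE replicate 2. The anti-inflammatory let-7a averaged 0.191 ± 0.017, because wt post-SE replicate 1 lay at 13.1 against 0.314 and 0.244 in the other wt samples, and it was 0.689 without that sample.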

Inflammatory miRNAs differentially expressed in *P2rx7^−/−^* mice post-status epilepticus include: (a) down-regulated anti-inflammatory miRNAs let-7e* and miR-181c; (b) up-regulated anti-inflammatory miRNA miR-223; and (c) up-regulated pro-inflammatory miRNAs miR-27b* and miRNA-155 (Barnett et al., 2016; Gaudet et al., 2018; Gui et al., 2018; Song et al., 2019; Sun et al., 2019; Zhang J. et al., 2019). Among these, miR-155 was detected as one of the most consistently dysregulated miRNA in *P2rx7^−/−^* mice *via* our OpenArray analysis showing increased levels in vehicle-injected *P2rx7^−/−^* control mice and *P2rx7^−/−^* mice subjected to status epilepticus (Figure 5A). Moreover, miR-155 has a well-established role during inflammation (Mahesh and Biswas, 2019) and has repeatedly been associated with epilepsy (Huang et al., 2018; Fu et al., 2019; Zhang W. et al., 2019). 

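In control mice, miR-155 gave FCs of 0.504, 1.24 and 38.2 in the 3 *P2rx7-/-* samples relative to the wt average, from Ct values of 20.1, 18.6 and 13.8. Its average FC was 0.873 without *P2rx7-/-* control replicate 3. A two-sided exact permutation test gave p = 0.7, and the log2 difference of 1.53 compared with a standard error of 1.37 (adjusted p = 0.761, limma). Post-status epilepticus, the FCs relative to the wt post-SE average were 1.43, 1.30 and 5.99, with an average of 2.91 ± 2.67 (SD, n = 3) that was 1.36 without *P2rx7-/-* post-SE replicate 3. The wt post-SE samples themselves spanned 0.415 to 2.08, and the two-sided exact permutation test gave p = 0.4. The log2 difference was 1.16 (standard error 1.37).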

While no expression changes could be observed during control conditions, individual qPCR confirmed miR-155 to be upregulated in *P2rx7^−/−^* mice following status epilepticus (Figure 5B). Therefore, in line with the P2X7 receptor being an important contributor to inflammatory processes, miRNAs previously associated with inflammation undergo widespread expression changes in *P2rx7^−/−^* mice.

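For the 20 inflammation-associated miRNAs of Figure 5A measured on the OpenArray, the lowest limma p-value adjusted over the list alone was 0.475 in control mice and 0.345 post-status epilepticus, so that 0 of the 20 reached 0.05 in either condition, as was the case after adjustment over all miRNAs analyzed. Without adjustment, 0 miRNAs in control mice and 1 post-status epilepticus (miR-27b*) had a p below 0.05.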

**Figure 5:**
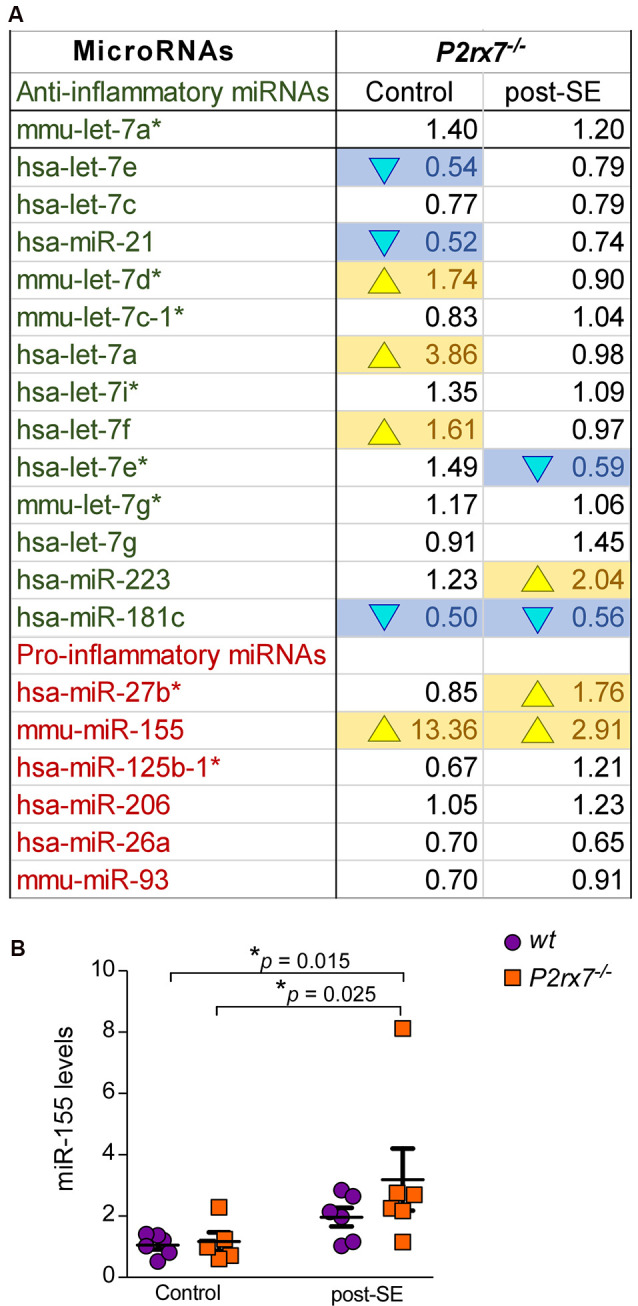
Inflammatory miRNAs regulated *via* the P2X7 receptor.** (A)** Table showing the average fold changes (FC) of anti-inflammatory and pro-inflammatory miRNAs in the ipsilateral hippocampus of *P2rx7^−/−^* mice during control conditions (Control) and post-status epilepticus (post-SE). **(B)** Graph showing hippocampal miR-155 levels in the different treatment groups (*n* = 6 per group; analysis of variance (ANOVA) with Fisher’s *post hoc* test: 1.057 ± 0.1418 (Control, wt) vs. 3.191 ± 1.013 (post-SE, *P2rx7^−/−^*), *F* = 2.987, *df* = 3, *p* = 0.015; 1.167 ± 0.3006 (Control, *P2rx7^−/−^*) vs. 3.191 ± 1.013 (post-SE, *P2rx7^−/−^*), *F* = 2.987, *df* = 3, *p* = 0.025).

## Discussion

In the present study, we show that the ATP-gated P2X7 receptor impacts on the miRNA expression profile in the hippocampus during normal physiology and following status epilepticus. While the lack of the P2X7 receptor leads to a predominant up-regulation of miRNAs during physiological and pathological conditions, we found very little overlap in identified miRNAs between both conditions. Our results, therefore, suggest a context-specific contribution of the P2X7 receptor to gene expression in the brain *via* the regulation of miRNAs during both normal physiology and pathology.

Several studies have demonstrated that P2X7 receptor expression in the brain is partly regulated *via* miRNAs including miR-22 and miR-135a (Jimenez-Mateos et al., 2015; Reigada et al., 2019). In line with the P2X7 receptor driving seizures and epilepsy development, suppression of miR-22 in the intra-amygdala KA mouse model led to increased P2X7 receptor expression, an increase in inflammation, and the formation of a secondary epileptic focus (Jimenez-Mateos et al., 2015). Blocking of miR-135a on the other hand protects against excitotoxicity in a model of traumatic spinal cord injury (Reigada et al., 2019). Whether the P2X7 receptor impacts on the miRNA expression profile in the brain has, however, not been investigated to date.

A first unexpected finding of our study was that the absence of the P2X7 receptor leads to a higher number of dysregulated miRNAs under physiological conditions than post-status epilepticus. This is even more remarkable, as previous studies using *P2rx7^−/−^* mice have provided little evidence of altered P2X7 receptor down-stream signaling during physiological conditions with the regulation of cytokines representing one of the few studies reported (Solle et al., 2001; He et al., 2017). Moreover, the affinity of the P2X7 receptor to extracellular ATP is much lower (activation threshold: 0.3–0.5 mM) than that of other P2X receptor subtypes, and extracellular ATP concentrations are only thought to activate the receptor during pathological conditions (Idzko et al., 2014). It is, however, important to keep in mind that our studies used a constitutive *P2rx^−/−^* mouse; therefore, molecular changes may have developed over a prolonged period leading to more pronounced changes than during the 8 h following status epilepticus. An alternative explanation is a possible ceiling effect of dysregulated miRNAs post-status epilepticus masking possible differences between wt and *P2rx7^−/−^* mice.

Another surprising finding is the almost complete lack of overlap in identified P2X7 receptor-regulated miRNAs between physiological and pathological conditions. Again, the reason for this remains elusive. The P2X7 receptor, however, may activate different pathways depending on its activation status and the availability of extracellular ATP, which may increase during status epilepticus (Beamer et al., 2019). The P2X7 receptor may also be expressed in different cell populations according to physiological context, thereby differently affecting their miRNA expression profiles. While the P2X7 receptor has been described to be mainly expressed on microglia and oligodendrocytes during physiological conditions (Collo et al., 1997; Matute et al., 2007; Kaczmarek-Hajek et al., 2018), the P2X7 receptor has also been found on neurons following status epilepticus and during epilepsy (Doná et al., 2009; Engel et al., 2012; Jimenez-Pacheco et al., 2016). To establish the exact cell-specific P2X7 receptor-dependent miRNA expression profile will, however, require the use of cell-specific *P2rx7^−/−^* mice.

What are the molecular mechanisms by which the P2X7 receptor impacts on the expression profile of miRNAs? The P2X7 receptor has been shown to regulate the activity of a variety of different transcription factors [e.g., Nuclear Factor-κB (Nf-κB), Activator protein 1 (AP-1), Glycogen synthase kinase-3β (Barth et al., 2016; Kopp et al., 2019)] and signaling pathways [e.g., MAPK/ERK pathway (Chen et al., 2013)] which may influence the expression of miRNAs. MiRNAs are transcribed as long primary-miRNAs (pri-miRNAs) in the nucleus. Once transported into the cytoplasm, miRNAs are further processed *via* an enzyme called DICER into their mature form. This mature form is then incorporated into the RISC complex for complementary base-pairing with their corresponding target mRNAs (Czech and Hannon, 2011). The activity of DICER is regulated *via* cleavage by proteases, including the calcium-activated protease calpain, and by caspases (Lugli et al., 2005) which are both shown to be activated by the P2X7 receptor (Kong et al., 2005; Jimenez-Mateos et al., 2019). Interestingly, patients with temporal lobe epilepsy presented, despite showing no changes in pri-miRNA levels, reduced levels of mature miRNAs and full-length DICER (McKiernan et al., 2012). Thus, we cannot exclude that the observed P2X7 receptor-dependent alterations of the miRNA expression profiles are due to changes in the processing of pri-miRNAs rather than increased transcription rates of miRNAs. P2X7 receptor-dependent miRNA expression may also be altered *via* other P2X7 receptor-regulated processes including inflammation or, in the case of changes occurring during status epilepticus, differences in the severity of seizures and seizure-induced neurodegeneration between genotypes. However, the latter is unlikely since *P2rx7^−/−^* mice and their wt littermates showed a similar seizure phenotype during status epilepticus. This is an unexpected finding, as a previous study has shown that P2X7 receptor deficiency leads to seizure suppression during status epilepticus in the intra-amygdala KA mouse model (Engel et al., 2012; Jimenez-Pacheco et al., 2013). However, a different *P2rx7^−/−^*mouse model which expresses a P2X7 receptor splice variant in the CNS (Masin et al., 2012) had been used in the previous study. Whether P2X7 receptor-mediated alterations in miRNA levels result in altered functions of miRNAs has not been analyzed. MiRNA expression has however been shown to correlate with miRNA binding to Ago-2 which is the main component of the RISC complex (Martinez and Gregory, 2013). Finally, our results show that the absence of the P2X7 receptor leads to more miRNAs being up-regulated than down-regulated under both physiological and pathological conditions. Again, we do not know the reason behind this. P2X7 receptor deficiency-mediated up-regulation of miRNAs, however, suggests P2X7 receptor deficiency having an overall negative impact on protein expression possibly promoting thereby a protective phenotype (Jimenez-Mateos and Henshall, 2009). Another possibility is that the loss of the *P2rx7* gene “de-represses” miRNAs normally bound to the *P2rx7* mRNA, thereby increasing their abundance.

The P2X7 receptor has been involved in numerous molecular processes regulating vital cellular functions with a particular emphasis on pathological conditions, which in part can probably be attributed to its low affinity to extracellular ATP (Surprenant et al., 1996; Jimenez-Mateos et al., 2019). The P2X7 receptor has been described as a gatekeeper of inflammation regulating the activation of the NLRP3 inflammasome and the release of various cytokines (Di Virgilio et al., 2017). In addition to inflammation, the P2X7 receptor has, however, also been implicated in numerous other pathological processes pertinent to epileptogenesis including disruption of the blood-brain barrier, neurogenesis, regulation of neurotransmitter release and cellular survival (Sperlágh and Illes, 2014; Barros-Barbosa et al., 2016; Miras-Portugal et al., 2019). Most notably, pathway analysis of genes targeted *via* P2X7 receptor-dependent miRNAs revealed that most identified pathways have previously been associated with the P2X7 receptor including intracellular signaling (e.g., VEGF or AKT), inflammation and cell death (Amoroso et al., 2015; Di Virgilio et al., 2017; Miras-Portugal et al., 2019). Why genes involved in signaling pathways are strongly overrepresented among up-regulated miRNA targets and are not present among down-regulated miRNAs in *P2rx7^−/−^* mice post-status epilepticus remains to be determined; however, decreasing the activation of these pathways may serve a neuroprotective strategy reducing cellular energy depletion (Jimenez-Mateos and Henshall, 2009). Interestingly, inflammatory pathways are particularly enriched among P2X7 receptor-dependent miRNA targets, suggesting altered immune responses in *P2rx7^−/−^* mice, which is in line with previous studies showing reduced cytokine release in these mice (Solle et al., 2001). Regulation of the inflammatory process by the P2X7 receptor is further supported by the fact that P2X7 receptor deficiency leads to altered levels of pro- and anti-inflammatory miRNAs. Evidence for the P2X7 receptor regulating inflammatory signaling during seizures and epilepsy stems from data showing that blocking of the P2X7 receptor during status epilepticus leads to a decrease in the release of the proconvulsant cytokines IL-1β and Tumor necrosis factor-α (TNF-α) and a reduction in Nf-κB-mediated inflammation in the hippocampus (Kim et al., 2011; Engel et al., 2012; Huang et al., 2017). Moreover, P2X7 receptor antagonist-treated epileptic mice show a strong decrease in both astrogliosis and microgliosis (Jimenez-Pacheco et al., 2016). In contrast, genes involved in apoptotic pathways are predominantly overrepresented among up-regulated miRNAs, suggesting that *P2rx7^−/−^* mice could be protected from cell death, which is in good agreement with a pro-apoptotic function of the P2X7 receptor and the observed neuroprotection *via* P2X7 receptor antagonism from seizure-induced cell death (Adinolfi et al., 2005; Engel et al., 2012; Miras-Portugal et al., 2019). Other pathways linked to the P2X7 receptor include a role in “Axon guidance” in line with previous studies showing that blocking of the P2X7 receptor promotes axon growth and axon branching (Díaz-Hernandez et al., 2008). Of note, genes of the “Signaling by Hippo” pathway are overrepresented within the down-regulated miRNA pool post-status epilepticus. This is in line with a recent study showing the P2X7 receptor driving proliferation following seizures (Rozmer et al., 2017). Importantly, processes predicted to be targeted *via* P2X7 receptor-regulated miRNAs have all previously been associated with status epilepticus. This includes particularly pathways involved in inflammation (Vezzani et al., 2019), but also pathways linked to intracellular signalings such as the MAPK pathway (Hansen et al., 2014), cell death (Engel et al., 2010) and aberrant neurogenesis (Cho et al., 2015). Interestingly, the P2X7 receptor itself has been shown to regulate neurogenic processes following status epilepticus (Rozmer et al., 2017) as has also miR-22 (Beamer et al., 2018), which targets the P2X7 receptor during status epilepticus (Engel et al., 2017). Thus, the P2X7 receptor may impact on the epileptic phenotype directly and indirectly *via* the activation or suppression of selected miRNAs.

Possible limitations of our study include the fact that we have not established whether P2X7 receptor-regulated miRNAs contribute to pathological changes following status epilepticus previously attributed to the P2X7 receptor. Because P2X7 receptor-dependent miRNAs seem to impact mainly on pathways/networks linked to the P2X7 receptor, it is, however, tempting to speculate that these miRNAs act as an additional mechanism to fine-tune and/or amplify P2X7 receptor signaling. It is also important to keep in mind that our approach used a constitutive knockout of the P2X7 receptor. While *P2X7^−/−^* mice showed similar brain levels of different P2 receptors in the brain, we cannot exclude that the observed changes in miRNA expression are in part due to either developmental alterations or possible compensation mechanisms. Thus, our results should be validated in future studies using either conditional P2X7 receptor knockout mice or P2X7 receptor antagonists. While we acknowledge the low n number for our OpenArray analysis, our study aimed to provide the proof-of-principle data that P2X7 receptor signaling impacts on the miRNA expression profile in the brain extending thereby the potential mechanisms by which the P2X7 receptor impacts on brain function in health and during pathological processes. Also, our analysis has focused on the hippocampus which is one of the main brain structures affected within the intra-amygdala mouse model and patients with temporal lobe epilepsy (Chang and Lowenstein, 2003; Mouri et al., 2008). However, seizures may also affect extra-hippocampal brain areas, such as the cortex, which also show increased expression of the P2X7 receptor (Jimenez-Pacheco et al., 2013). Lastly, rather than decreasing, P2X7 receptor expression levels increase during pathology (Beamer et al., 2017; Miras-Portugal et al., 2019). While outside of the scope of the present manuscript, the recent development of the P2X7 receptor overexpressing mice (Kaczmarek-Hajek et al., 2018) may allow the analysis of the effects of increased P2X7 receptor expression/function on miRNA profiles in future studies.

In summary, our data demonstrate that P2X7 receptor signaling affects the expression profile of miRNAs in the brain thereby possibly contributing to the gene expression landscape during normal physiology and pathology which should be taken into consideration when analyzing P2X7 receptor-driven molecular pathomechanisms.

## Data Availability Statement

The original contributions presented in the study are publicly available. This data can be found in the Gene Expression Omnibus: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE153204, accession number GSE153204.

## Ethics Statement

The animal study was reviewed and approved by Research Ethics Committee of the Royal College of Surgeons in Ireland.

## Author Contributions

GC carried out qPCRs and Western blotting, analyzed the OpenArray, and wrote parts of the manuscript. NN carried out pathway analysis. LD-G carried out Western blotting. MA analyzed EEG, performed qPCR and carried out Western blotting. AK generated heat maps. AN bred and provided P2X7 knockout mice and edited the manuscript. DH edited manuscript. EJ-M performed experiments with OpenArray and edited manuscript. TE supervised the study, carried out *in vivo* work and wrote the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: P2X7 Receptor-Dependent microRNA Expression Profile in the Brain Following Status Epilepticus in Mice
**Source:** Front Mol Neurosci. 2020 Aug 12;13:127. doi: 10.3389/fnmol.2020.00127
**Supplement:** Supplementary file 1

## Supplementary File

**Supplementary Figure S1.** Similar seizure phenotype between  $P2rx7^{-/-}$  mice and wild-type mice during intraamygdala KA-induced status epilepticus.

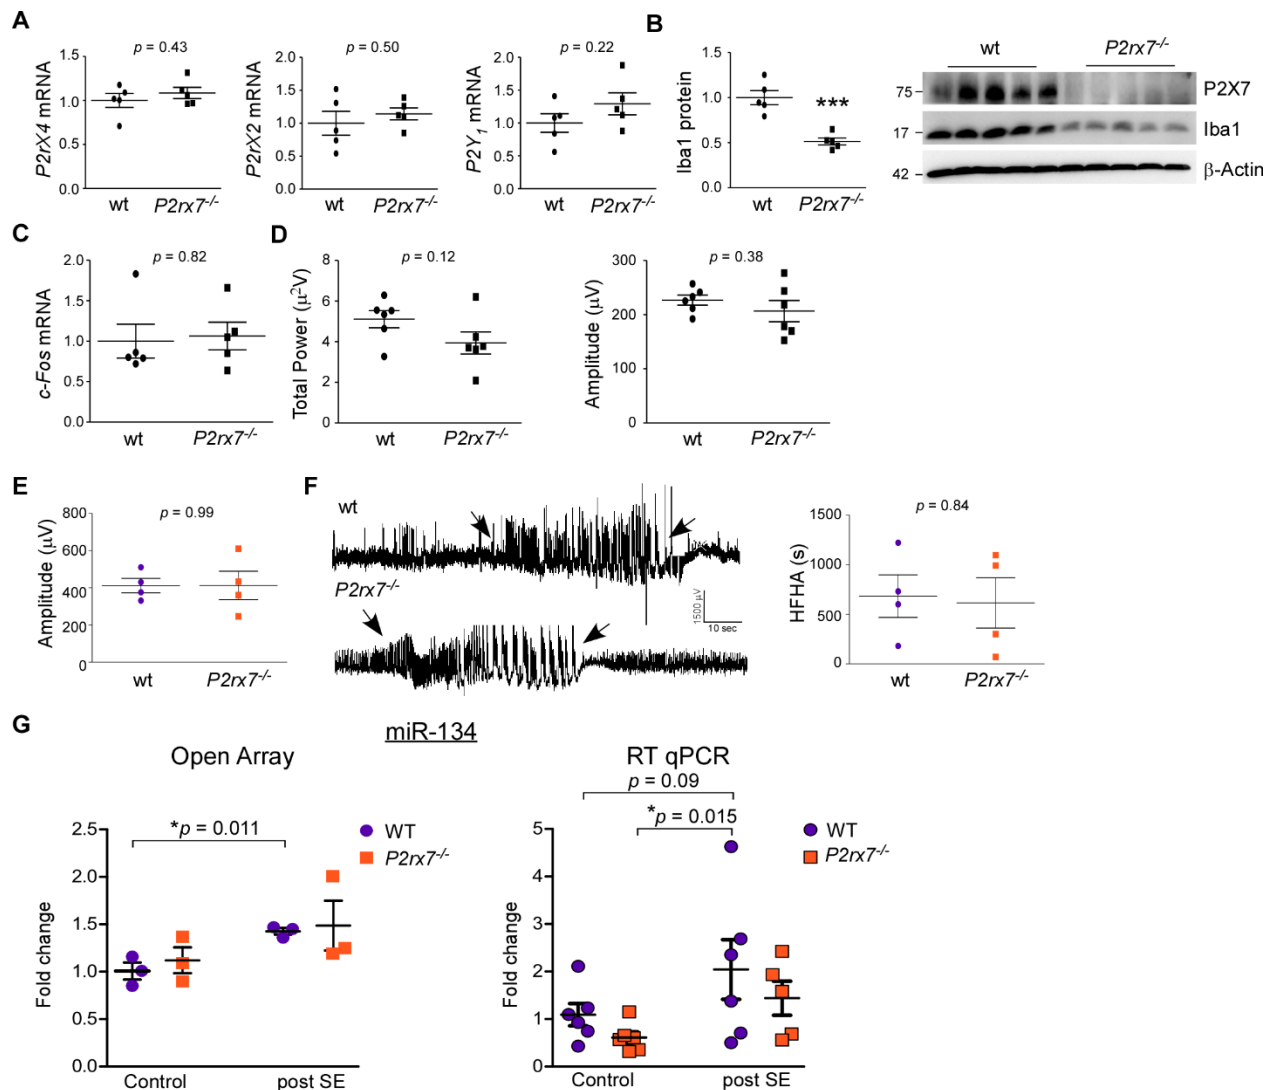

(A) Graphs showing similar  $P2rx2$ ,  $P2rx4$  and  $P2ry1$  transcript levels in the hippocampus between naïve wt and  $P2rx7^{-/-}$  mice ( $n = 5$  per group). (B) Less Iba1 protein levels in the hippocampus of naïve  $P2rx7^{-/-}$  mice when compared to wt mice ( $n = 5$  per group). (C) Similar  $c-Fos$  transcript levels in the hippocampus of naïve wt and  $P2rx7^{-/-}$  mice ( $n = 5$  per group). (D) Similar baseline

EEG recordings between wt and *P2rx7<sup>-/-</sup>* mice (n = 6 per group). **(E)** Graph showing no difference in the EEG amplitude between wt and *P2rx7<sup>-/-</sup>* mice during 40 min of status epilepticus (n = 4 per group). **(F)** Representative EEG traces showing examples of high frequency and high amplitude (HFHA) spiking taken during status epilepticus (see arrows) and corresponding graph showing no difference in the HFHA seizure burden between wild-type and *P2rx7<sup>-/-</sup>* mice (n = 4 per group). **(G)** Graph showing increased miR-134 levels in the hippocampus of wild-type mice and *P2rx7<sup>-/-</sup>* mice post-status epilepticus (post-SE) as detected via OpenArray (n = 3 per group) and via individual qPCR (n = 6 for wt (Control and post-SE) and *P2rx7<sup>-/-</sup>* (Control) and n = 5 for *P2rx7<sup>-/-</sup>* post-SE).

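On the OpenArray, the mean Ct of miR-134 before normalization was 17.6 ± 0.611 (SD, n = 3) in wt control, 17.9 ± 0.196 in *P2rx7-/-* control, 17.4 ± 0.309 in wt post-SE and 17.3 ± 0.356 in *P2rx7-/-* post-SE samples. After normalization to the global mean, miR-134 in *P2rx7-/-* control samples averaged an FC of 1.11 ± 0.232 relative to wt controls, and 0.991 without *P2rx7-/-* control replicate 1. The individual qPCR of the same panel, on other numbers of mice, was not analyzed here.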

**Supplementary Figure S2.** *MicroRNAs previously reported to undergo seizure-induced expression changes validated via OpenArray.*

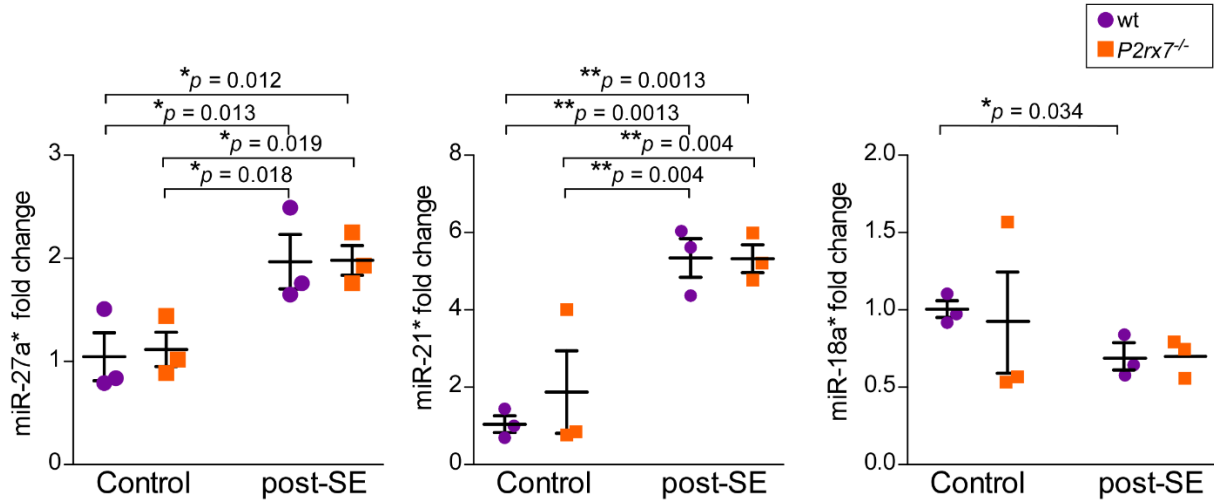

Graphs showing expression of miR-27a\*, miR-21\* and miR-18a\* in different conditions as detected via the OpenArray (n = 3 per group). Note, all three miRNAs undergo similar expression changes post-status epilepticus (post-SE) in wt and *P2rx7*<sup>-/-</sup> mice. ANOVA with Fisher's correction. \*p < 0.05, \*\*p < 0.01

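Relative to wt control samples, miR-21* averaged an FC of 5.28 ± 0.857 (SD, n = 3) in wt and 5.27 ± 0.614 in *P2rx7-/-* post-SE samples, and all post-SE samples lay above all wt controls in both genotypes. With each sample left out in turn the averages ranged from 4.38 to 6.30 in wt and from 4.37 to 6.28 in *P2rx7-/-* mice. The log2 change was 2.39 in both (standard error 0.57, adjusted p = 0.316 and 0.314, limma). Between *P2rx7-/-* and wt post-SE samples, miR-21* averaged 1.01 ± 0.117 and miR-27a* 1.02 ± 0.129, differences smaller than the SD between samples. Leaving out single post-SE samples moved these averages to 0.914 at the lowest for miR-21* (without wt replicate 1) and to 0.945 for miR-27a* (without wt replicate 3). For miR-18a* the average FC relative to wt controls was 1.18 ± 0.349 in wt and 1.05 ± 0.00572 in *P2rx7-/-* post-SE samples, with log2 changes of 0.20 and 0.07 against a standard error of 0.44. Without wt control replicate 3 these averages were 0.961 and 0.851, below 1. Between *P2rx7-/-* and wt post-SE samples the average FC of miR-18a* was 0.916 ± 0.00499, and 1.01 without wt post-SE replicate 1.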

**Supplementary Figure S3.** *Volcano plot representation of differentially expressed miRNAs.*

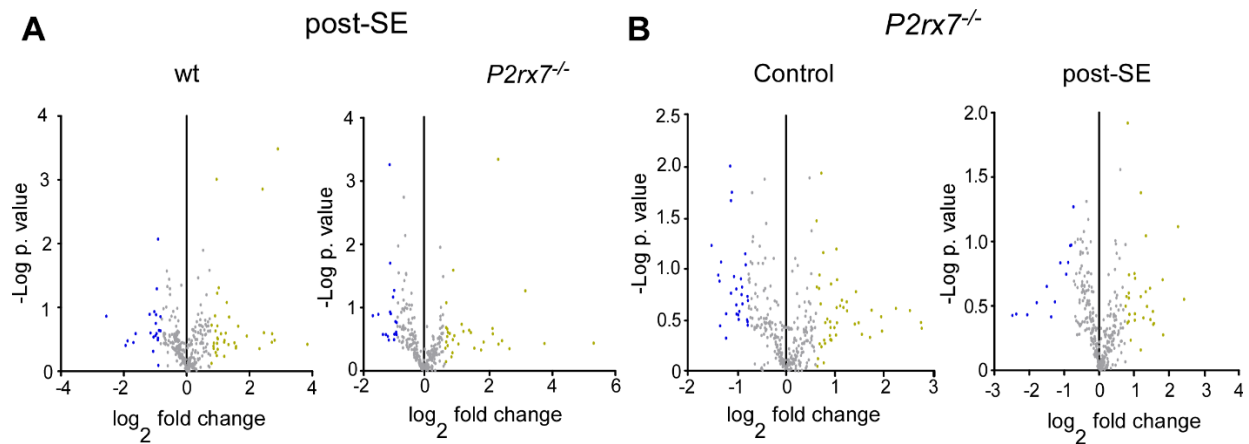

**(A)** Differentially expressed miRNAs post-status epilepticus in wild-type (wt) and  $P2rx7^{-/-}$  mice normalized to wt controls. In yellow the fold changes of the up-regulated miRNAs and in blue the fold changes of down-regulated miRNAs. **(B)** Differentially expressed miRNAs in  $P2rx7^{-/-}$  mice, in control condition normalized to wt control and post-status epilepticus normalized to wt post-status epilepticus. In yellow the fold changes of up-regulated miRNAs and in blue fold changes of down-regulated miRNAs.

**Supplementary Figure S4.** Network organization of predicted miRNA target genes during control conditions.

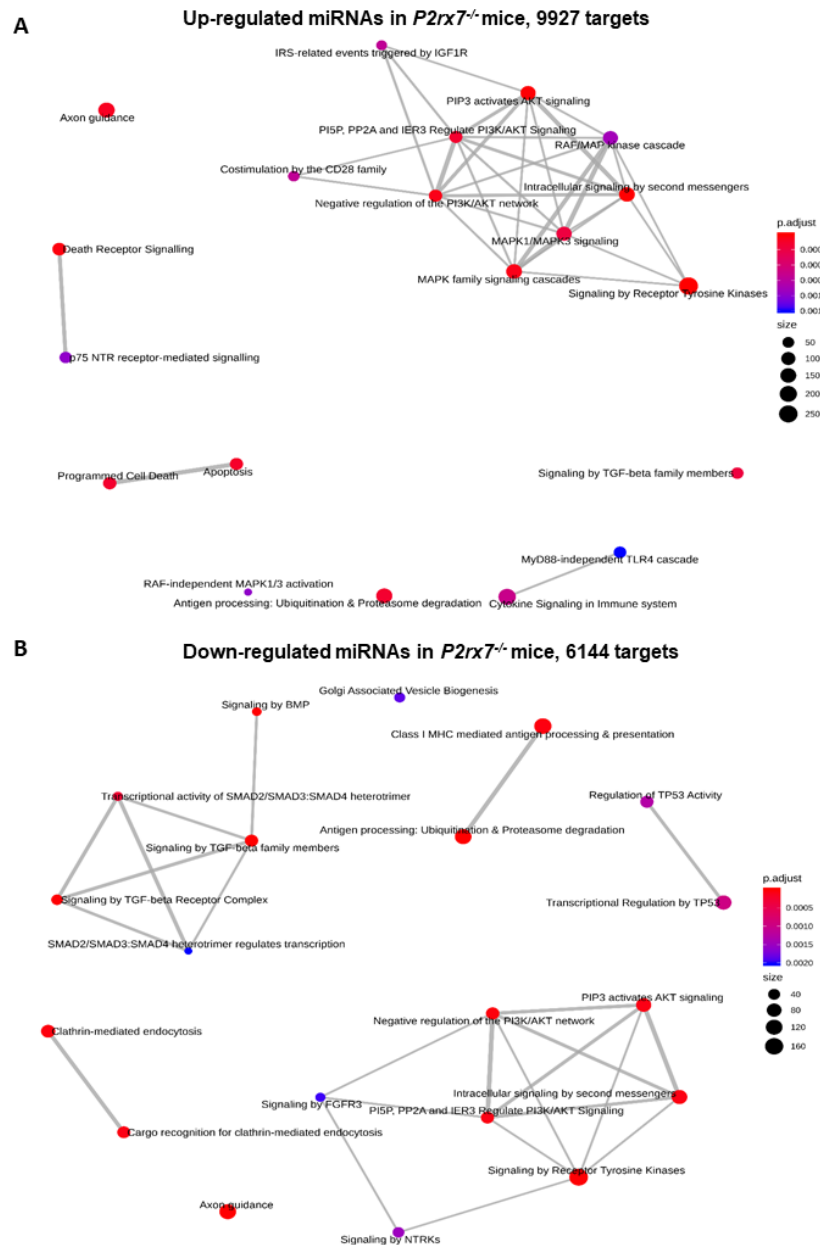

Network map of GO terms significantly enriched among target genes targeted via (A) up-regulated miRNAs and (B) down-regulated miRNAs in *P2rx7*<sup>-/-</sup> mice during control condition.

**Supplementary Figure S5.** Network organization of predicted miRNA target genes post-status epilepticus.

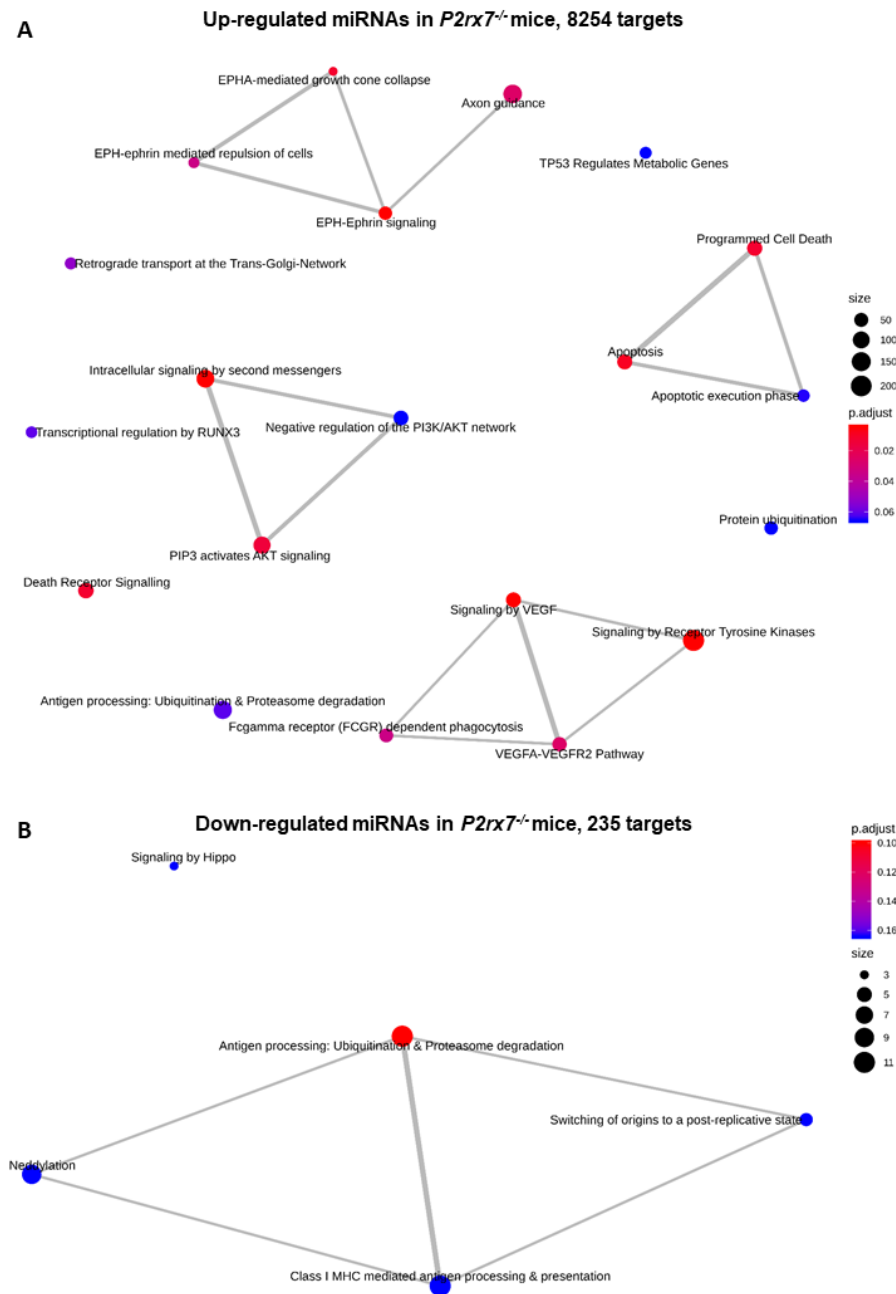

Network map of GO terms significantly enriched among genes targeted via (A) up-regulated and (B) down-regulated miRNAs in *P2rx7*<sup>-/-</sup> mice post status epilepticus.

How the deposited data were processed for this re-analysis (not part of the article)

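The data were the TaqMan OpenArray measurements of hippocampal miRNAs in 12 samples, 3 each from vehicle-injected wt control, vehicle-injected *P2rx7-/-* control, wt post-SE and *P2rx7-/-* post-SE mice. Each sample was a pool of 2 ipsilateral hippocampi from different mice, taken 8 h after vehicle or KA. The condition and replicate number of each sample came from the labels and from the methods of the paper. All per-sample columns could be assigned to a sample by name, and the number not assigned was 0.

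The authors deposited a table of Ct values, which is not normalized and lists only values between 10.0 and 28.0. The authors also deposited a table of fold changes, a ratio per assay and sample. Comparing that table with the Ct values showed how the deposited fold changes were made. Each sample was scaled with its mean Ct over all assays detected in it and expressed relative to wt control replicate 1. Exceptions were *P2rx7-/-* control replicate 2, which was scaled with the mean of *P2rx7-/-* control replicate 1 (a difference of 0.161 cycles, a factor of 1.12), and empty Ct values, which entered as a Ct of 0 and gave fold changes of up to 277345933. The deposited fold changes were therefore used only for a named alternative of the scaling, and all other values were computed from the Ct values. The software that made the Ct calls is not named in the text of the paper. Its Table S1 holds the same Ct values with an average Ct per sample. Tables S1 and S2 were read, and values were computed from them, before the tests and alternatives were fixed, so that these were fixed before the deposited tables were seen but not before the Ct values were.

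A miRNA was analyzed when it had a Ct below 28 in all 12 samples, which held for 335 assays. For each sample the mean Ct over these assays was subtracted (ΔCt, global mean normalization), the average ΔCt of the reference group was subtracted from that (ΔΔCt), and the FC was 2^−ΔΔCt. A miRNA was called up-regulated when the arithmetic mean of its 3 FCs was above 1.5 and down-regulated when it was below 0.6, the rule the methods of the paper give. The 4 comparisons were *P2rx7-/-* control, wt post-SE and *P2rx7-/-* post-SE samples each against wt control samples, and *P2rx7-/-* post-SE against wt post-SE samples. With R 4.3.3, limma 3.58.1 (lmFit and eBayes) was fitted to −ΔCt, which is on a log2 scale, over all 12 samples with 1 coefficient per group. It tested these 4 comparisons, *P2rx7-/-* post-SE against *P2rx7-/-* control samples, the interaction of genotype and treatment, and the effects of status epilepticus and of genotype averaged over the other factor. The p-values were adjusted by the Benjamini-Hochberg method over the 335 miRNAs and called below 0.05. The OpenArray methods of the paper apply the FC thresholds in place of false discovery rate corrections, and its statistics section names Student's t-test with p < 0.05 for groups analyzed on the OpenArray. How the test and the thresholds were combined is not stated. The calls here use the thresholds alone, and a p below 0.05 in that test as a further condition was an alternative. For single miRNAs, a two-sided exact permutation test of the 3 samples against 3 was run, which cannot give a p below 0.1. FCs, overlaps, permutations and simulations were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and drawn with matplotlib 3.10.9.

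Each assay was read once per sample, so the files give no technical error for a single miRNA. Repeated wells of snoRNA135 within a sample and the spread between the 3 samples of a group stood in for it. The miRNAs named in the text were every miRNA that the Results text or Figures 2A, 5, S1G and S2 name as measured on the OpenArray, the control assays, the miRNAs with the lowest limma p in each comparison (5 where any passed the adjusted threshold, otherwise 3), and assay pairs for the same miRNA called in opposite directions. Named miRNAs whose values add nothing to a conclusion were computed and left out of the text.

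The FC rule and the limma fit were tested on simulated data. In 335 simulated miRNAs with a noise of 0.2 cycles (SD) and changes of 1.5 on the log2 scale, the rule called 40 of 40 raised and 30 of 30 lowered miRNAs and 0 unchanged ones. As this noise is below the spread of the real samples, it checks the computation and not how often the rule calls unchanged miRNAs, for which the simulations described next were run. With 60 of 335 miRNAs changed by 2 on the log2 scale and the spread of the real samples, limma called 46 of the 60 (76.7%) and 4 unchanged miRNAs, and 0 in a comparison without changes.

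To see how many calls the FC rule gives without any change between groups, 1000 data sets were simulated with the spread of the real samples. In one form each miRNA's own deviations from the group means were drawn at random, with repeats, for any of the 12 samples. In another form the deviations of each sample were exchanged among miRNAs of similar spread (10 strata). Both were tested on 100 made-up data sets without changes. With 12 alike samples they gave a share under 5% for 12 to 18 and 17 to 22 of the 100 data sets over the results tested. With an aberrant wt control replicate 1 in the made-up data, they did so in up to 97 and 81 of 100 data sets, so that low shares from these forms do not separate a change between groups from an aberrant sample. A further form, in which wt control replicate 1 kept its own deviations, did so in 4 to 12 of 100 such data sets and in 8 to 19 of 100 with alike samples. This form was chosen after the shares of the others had been seen. It took the deviations of that sample from the mean of all other samples, of all groups, and kept them in every data set. A real difference of wt controls from the other groups can thus enter this form and favor high shares. All forms thus give low shares somewhat too often.

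The alternatives were normalization to the mean of all assays detected in a sample, to the median over the 335 miRNAs or to the average Ct given in Table S1, a Ct cut-off of 26 or none, the geometric mean of the FCs, restriction to miRNAs whose reference group averaged below 1.5, thresholds of 1.5 and its inverse, and each sample left out in turn. For limma they were also quantile normalization, robust eBayes, fits of only the 2 groups of a comparison, and the replicate number as a block. The two-group test named in the paper, normalization to snoRNA135, the scaling of the deposited fold changes, and the sample omissions and Ct cut-off for detection numbers, average FCs and assay pairs were added after seeing the data. Normalization to U6 was not run. The methods of the paper name ath-miR159a, RNU48, RNU44 and U6 rRNA as control assays, and the control assays used here are those the deposited table lists, snoRNA135, snoRNA202 and ath-miR159a. The individual qPCR, western blot and EEG experiments of the paper were not analyzed here. Names and neighbors of miRNA genes came from a RefSeq gene list of the assembly GRCm38.p6, and no genome positions are given because neither the paper's text nor the tables used name an assembly.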

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

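The FC and interaction tests were set after the paper's Tables S1 and S2 had been read but before the deposited tables were examined, whereas the simulations in which wt control replicate 1 keeps its own deviations and the splits of the samples for miRNAs with missing Ct values were chosen only after the results had been seen.

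The plant miRNA ath-miR159a, which the methods of the paper name as a negative control, had a Ct of 23.9 in wt control replicate 1 and of 13.5 in *P2rx7-/-* post-SE replicate 1, each in 1 well, and no Ct in the other 10 samples. These signals stand out because a negative control is meant to give no signal and the paper does not report on these wells. The samples belong to different groups, so no biological explanation was tested, and the cause of the signals was not tested either. Both samples carry single FCs that set averages in the text: wt control replicate 1 lay at 20.4 for miR-431*, and *P2rx7-/-* post-SE replicate 1 at 98.7 for miR-770-3p and 42.9 for miR-409-5p.

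Among the 284 miRNA assay lines without a Ct in every sample, which the paper does not analyze, some had a Ct in all 3 samples of a group and in none of the 3 reference samples. There was 1 in *P2rx7-/-* control samples relative to wt controls and 1 in *P2rx7-/-* post-SE samples relative to wt controls, in both cases hsa-miR-218, and 2 in *P2rx7-/-* relative to wt post-SE samples, rno-miR-632 and miR-196a*. In the opposite direction, 3 had a Ct in all wt control and no *P2rx7-/-* control samples (rno-miR-489, miR-1941-3p and an assay for miR-217), 4 in all wt control and no wt post-SE samples (miR-196a*, hsa-miR-183, miR-670 and another assay for miR-217), 1 in all wt control and no *P2rx7-/-* post-SE samples (miR-1968), and 0 in all wt and no *P2rx7-/-* post-SE samples. These miRNAs are named after their values were seen. Counting both directions (4, 4, 2 and 2 miRNAs), 2 of the 10 splits of the 6 samples gave as many such miRNAs in *P2rx7-/-* against wt control samples, 2 of 10 in wt post-SE against wt control, 6 of 10 in *P2rx7-/-* post-SE against wt control and 6 of 10 in *P2rx7-/-* against wt post-SE samples. A design of 3 samples against 3 cannot give a share under 0.1, so an effect of the groups and a coincidence cannot be told apart with these samples. For hsa-miR-218 the Ct values listed were 10.5 to 11.1, at the lower end of the table, where 42.2% of the values of assays with a mean Ct of 10 to 11 were missing. It also had a Ct in 2 of 3 wt post-SE samples. Its missing values in wt controls may therefore reflect levels too high to be listed as well as levels too low, which the table leaves open.

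For 9 of the 61 named miRNAs with values in all samples, every post-SE sample moved one way relative to the controls of its genotype in wt mice and the opposite way in *P2rx7-/-* mice. Higher in wt and lower in *P2rx7-/-* post-SE samples were let-7a (log2 changes of 2.13 and −1.15), miR-129 (1.52 and −0.65), miR-15b (1.32 and −1.96) and hsa-miR-324-3p (1.65 and −0.34). Lower in wt and higher in *P2rx7-/-* post-SE samples were miR-27b* (−0.67 and 0.39), miR-431* (−4.33 and 1.79), miR-409-5p (−1.14 and 2.74), miR-98 (−0.77 and 1.43) and miR-467c (−0.88 and 1.01). The difference itself was tested with limma as the interaction of genotype and treatment, where their unadjusted p ran from 0.0241 to 0.231 and the adjusted p of each was 0.851, while the lowest adjusted p of any miRNA ranged from 0.735 to 0.980 over the alternatives. With each control sample left out in turn, an alternative chosen after the result had been seen, only miR-27b* kept the pattern throughout. Without *P2rx7-/-* control replicate 1 it was left in 2 of the 9 (miR-27b* and miR-98), and the change in *P2rx7-/-* mice became 0.06 for let-7a, 0.54 for miR-15b, −0.15 for miR-467c, 0.00 for miR-129, −0.08 for hsa-miR-324-3p, 1.17 for miR-431* and 1.57 for miR-409-5p. It was left in 7 without wt control replicate 1, where miR-98 (wt change −0.27) and miR-467c (−0.08) no longer met it, in 8 without *P2rx7-/-* control replicate 3 (*P2rx7-/-* change of miR-98 −0.34), and in 8 without wt control replicate 3 (not let-7a, wt change 1.97). Leaving out a post-SE sample cannot undo the pattern by definition, which is no sign of robustness. The sizes for let-7a in wt and miR-409-5p in *P2rx7-/-* mice rest largely on a single post-SE sample, replicate 1 of each genotype. For let-7a its Ct was 10.1 against 15.1 and 15.2 in the other wt post-SE samples. For miR-409-5p it was 14.6 against 20.5 and 20.9 in the other *P2rx7-/-* post-SE samples.

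Over all 335 miRNAs, 31 moved in opposite directions in this way and 36 in the same direction. Simulated data sets without any change between groups, with wt control replicate 1 keeping its own deviations, gave a median of 34 opposite and 33 alike, and 72.8% of them had as many opposite ones as observed. The spread between samples is thus a candidate explanation for the number of opposite changes. When that sample was left out there were 22, of which 18 were also found with all samples. A difference between genotypes in the response of single miRNAs stays open, since the interaction test did not reach its threshold for any of them.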

How the results depend on the processing

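The alternatives were fixed before the deposited tables were examined, though after Tables S1, which holds the same Ct values, and S2 had been read, except the two-group test named in the paper, normalization to snoRNA135, the scaling of the deposited fold changes, and, for the number of detected miRNAs, the average FC of called miRNAs and the assay pairs, the omission of single samples and for assay pairs the Ct cut-off of 26, which were chosen only after results had been seen. Of 35 summary results, 8 moved under no alternative: the number of miRNAs detected, the limma calls for *P2rx7-/-* against wt control, *P2rx7-/-* against wt post-SE, the interaction and the averaged genotype difference (0 under each setting, with 20, 4, 8 and 16 miRNAs at an unadjusted p below 0.05), and the median FC of miRNAs down-regulated in *P2rx7-/-* control and up-regulated in *P2rx7-/-* relative to wt post-SE samples, and the correlation of assay pairs in wt post-SE samples. Of 560 values under alternatives 467 moved by less than 1.5 times or 1 SD and 93 moved by more. Except where stated, the cause was not tested.

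With the paper's two-group test at p < 0.05, applied to the normalized Ct values, as a further condition, an alternative chosen after seeing the data, 2 miRNAs were up- and 5 down-regulated in *P2rx7-/-* control, 4 and 2 in wt post-SE, 4 and 6 in *P2rx7-/-* post-SE relative to wt control and 2 and 0 in *P2rx7-/-* relative to wt post-SE samples. The overlaps between control and post-SE were 0 and 0, the miRNAs common to both genotypes 2 and 0, and the inflammation-associated miRNAs called 0 in control mice and 1 post-status epilepticus. The median FCs were 1.58 (up-regulated, *P2rx7-/-* control), 3.60 (up-regulated, wt post-SE), and 3.61 and 0.509 (up- and down-regulated, *P2rx7-/-* post-SE relative to wt control). Without this condition, the number up-regulated in wt post-SE samples ranged from 57 to 85 with each sample left out in turn.

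Restricting the FC rule to miRNAs whose reference group averaged below 1.5 removes miRNAs with an aberrant reference sample by construction. It left 47 up- and 34 down-regulated miRNAs in *P2rx7-/-* control samples, 23 down-regulated in wt post-SE, 25 in *P2rx7-/-* post-SE relative to wt control and 8 in *P2rx7-/-* relative to wt post-SE samples, overlaps between control and post-SE of 9 and 3, and 30 up- and 7 down-regulated miRNAs common to both genotypes. With thresholds of 1.5 and its inverse, 24 were down-regulated in *P2rx7-/-* relative to wt post-SE samples and the overlap of down-regulated miRNAs was 9. With the geometric mean the overlaps were 10 and 8, and the median FC of the miRNAs down-regulated in *P2rx7-/-* relative to wt post-SE samples was 0.495.

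Normalization to snoRNA135 gave 150 up- and 23 down-regulated miRNAs in *P2rx7-/-* control samples (86.7% up-regulated against 57.7%), 95 and 29 in wt post-SE (76.6% against 65%), 138 and 21 in *P2rx7-/-* post-SE relative to wt control (86.8% against 61.1%) and 93 and 9 in *P2rx7-/-* relative to wt post-SE samples (91.2% against 79.2%). The overlaps were 42 and 2, the common up-regulated miRNAs 80, and the median FCs 1.98 (up-regulated, *P2rx7-/-* control), 2.02 (up-regulated, *P2rx7-/-* post-SE relative to wt control) and 0.419 (down-regulated, *P2rx7-/-* relative to wt post-SE). With the mean of all assays the split was 59 up to 75 down in *P2rx7-/-* control (44.0% up-regulated) and 53 to 63 in *P2rx7-/-* post-SE samples (45.7%), and the median FC of the latter's up-regulated miRNAs was 3.35, which the average Ct of Table S1 and the scaling of the deposited fold changes also gave. The average Ct of Table S1 gave the same numbers of calls as the mean of all assays. With the median as normalizer, 88 were up- and 34 down-regulated in *P2rx7-/-* post-SE relative to wt control samples (72.1%), the overlap of down-regulated miRNAs was 3, and the median FCs were 2.29 (up-regulated, *P2rx7-/-* control), 1.99 (up-regulated, *P2rx7-/-* post-SE) and 0.420 (down-regulated, *P2rx7-/-* relative to wt post-SE).

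For status epilepticus averaged over genotypes, 0 miRNAs passed the adjusted limma threshold (11 at an unadjusted p below 0.05), against 2 with the median as normalizer (adjusted p = 0.0404) and 2 with a Ct cut-off of 26 (adjusted p = 0.0446), in both cases miR-685 and miR-21*. The lowest adjusted p ranged from 0.000803 to 0.184 over its alternatives. With each sample left out in turn, the calls ranged from 0 to 1 for this comparison, for wt post-SE and *P2rx7-/-* post-SE against wt control and for *P2rx7-/-* post-SE against *P2rx7-/-* control samples. The 1 call was miR-21* without *P2rx7-/-* control replicate 2 in all 4 comparisons (adjusted p from 0.000803 to 0.0150), and miR-685 without wt control replicate 2 in the averaged one (0.0240). Over all alternatives the lowest adjusted p of the other 3 comparisons ran up to 0.857, 0.828 and 1.00.

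With each sample left out in turn, the down-regulated miRNAs ranged from 21 to 69 in *P2rx7-/-* control, 20 to 58 in wt post-SE and 13 to 63 in *P2rx7-/-* post-SE relative to wt control samples, the common up-regulated from 27 to 66 and the common down-regulated from 4 to 35. The lowest value of each was reached without wt control replicate 1. In *P2rx7-/-* relative to wt post-SE samples the down-regulated ranged from 17 to 32 (32 without *P2rx7-/-* post-SE replicate 2, 28 without wt post-SE replicate 3, 23 without *P2rx7-/-* post-SE replicate 1). The overlap of up-regulated miRNAs ranged from 9 (without *P2rx7-/-* post-SE replicate 1) to 25, and that of down-regulated ones from 2 (without wt control replicate 1) to 11 (without *P2rx7-/-* post-SE replicate 2). It was 3 without *P2rx7-/-* control replicate 3, wt post-SE replicate 2 or *P2rx7-/-* post-SE replicate 3. The inflammation-associated miRNAs called ranged from 2 (without *P2rx7-/-* control replicate 3) to 10 in control mice and from 4 to 9 (without *P2rx7-/-* post-SE replicate 2) post-status epilepticus. The median FCs ranged from 1.91 to 2.73 (up-regulated, *P2rx7-/-* control), 0.407 to 0.527 (down-regulated, wt post-SE), 1.91 to 2.87 and 0.401 to 0.475 (up- and down-regulated, *P2rx7-/-* post-SE relative to wt control) and 0.432 to 0.508 (down-regulated, *P2rx7-/-* relative to wt post-SE). The Spearman correlations of assay pairs ranged from −0.354 to 0.25, 0.0321 to 0.361 and −0.054 to 0.636 in *P2rx7-/-* control, *P2rx7-/-* post-SE relative to wt control and *P2rx7-/-* relative to wt post-SE samples.

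Of 495 values of 45 named results, 415 kept their side of the thresholds and of 1. Of the other 80, 30 fell back within the thresholds, 23 passed one and 27 crossed 1. Averages past a threshold crossed 1 with a single sample left out, which gave ranges of 0.132 to 88.1 for rno-miR-20b (lowest without *P2rx7-/-* control replicate 2), 0.932 to 22.0 for miR-409-5p (lowest without *P2rx7-/-* post-SE replicate 1), 0.873 to 19.7, 0.804 to 5.37 and 0.746 to 2.03 for miR-155, let-7a and let-7f in control mice (lowest without *P2rx7-/-* control replicates 3, 1 and 3), 0.303 to 1.08 for hsa-miR-324-3p (highest without wt post-SE replicate 1) and 0.868 to 3.76 for mmu-miR-324-3p (lowest without *P2rx7-/-* post-SE replicate 1). Averages nearer 1 ranged from 0.853 (without *P2rx7-/-* post-SE replicate 3) to 1.14 for miR-134 in *P2rx7-/-* relative to wt post-SE samples and from 0.991 (without *P2rx7-/-* control replicate 1) to 1.22 in control mice, where the mean of all assays and the average Ct of Table S1 gave 0.983. In control mice hsa-miR-20b ranged from 0.586 (without wt control replicate 1) to 1.70 (without wt control replicate 2), with 0.931 without *P2rx7-/-* control replicate 3, and the geometric mean gave 0.994. Relative to wt controls, miR-18a* ranged from 0.961 to 1.43 in wt and from 0.851 to 1.27 in *P2rx7-/-* mice (lowest without wt control replicate 3), and in *P2rx7-/-* mice the mean of all assays and the average Ct of Table S1 gave 0.950. In *P2rx7-/-* relative to wt post-SE samples, miR-18a* ranged from 0.757 to 1.01 (highest without wt post-SE replicate 1, with 1.00 without replicate 3), and was 1.02 with the median as normalizer and 1.09 with snoRNA135. There miR-21* ranged from 0.914 (without wt post-SE replicate 1, with 0.942 without *P2rx7-/-* post-SE replicate 3) to 1.07, and miR-27a* from 0.945 (without wt post-SE replicate 3, with 0.977 without replicate 1 and 0.954 without *P2rx7-/-* post-SE replicate 3) to 1.16. With a Ct cut-off of 26, miRNAs removed by the cut-off gave no value.

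The replicate numbers were also fitted as a block in limma, which gave 0 calls in each comparison. Same-numbered samples correlated over 0.1 in 4 of 18 pairs of samples (r from −0.227 to 0.277), so the numbers do not pair the samples throughout. Of the 4 pairs, 3 were those among replicate 3 of *P2rx7-/-* control, wt post-SE and *P2rx7-/-* post-SE samples (0.277, 0.271 and 0.251), while wt control replicate 3 stayed at 0.0654, 0.0942 and −0.0342 with them. Whether these 3 samples share a step of processing was not tested. Normalization to U6 was not run.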

Differences from the paper's values

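The alternatives below were set before the deposited tables were examined but after the paper's Tables S1 and S2 had been read. No setting was chosen to come closer to the paper's values. The two-group test named in the paper, normalization to snoRNA135 and the omission of 2 samples at once for rno-miR-20b were run only after the result had been seen.

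By the FC rule, 42 miRNAs were down-regulated in wt post-SE samples against the paper's 26. Among these alternatives, the number came within 1.5 times the paper's with a Ct cut-off of 26 (36), with a reference group average below 1.5 (23) and without wt control replicate 1 (20), and not with the others. In *P2rx7-/-* post-SE relative to wt control samples 44 were down-regulated against the paper's 28. Within 1.5 times were the median as normalizer (34), a Ct cut-off of 26 (41) and a reference group average below 1.5 (25). The others of these alternatives were not. Normalization to snoRNA135, added after seeing the data, came within 1.5 times in both comparisons (29 in wt and 21 in *P2rx7-/-* post-SE samples).

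The two-group test that the paper names for the OpenArray, at p < 0.05, was added after seeing the data and does not close these gaps, as it leaves far fewer calls than the paper gives (2 up and 5 down in *P2rx7-/-* control samples on the normalized Ct, and 2 and 3 on the FCs). Of the miRNAs listed in Table S2, it was passed by 7 of 85 in control mice (8.24%) and 2 of 58 post-status epilepticus (3.45%) on the normalized Ct, and by 5 and 3 on the FCs, so that this test as computed here was not a condition for the list.

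The miRNAs up-regulated in both genotypes numbered 52 against the paper's 33. Within 1.5 times were the mean of all assays and the average Ct of Table S1 (43 each), a Ct cut-off of 26 (45), the geometric mean (43), a reference group average below 1.5 (30), and the omission of wt control replicate 1 (27), of wt post-SE replicates 1, 2 or 3 (45, 49 and 49) and of *P2rx7-/-* post-SE replicates 2 or 3 (46 and 49), but none of the other alternatives. Common down-regulated miRNAs numbered 24 against the paper's 8, and 1 alternative, a reference group average below 1.5 (7), came within 1.5 times. Up-regulated in wt and down-regulated in *P2rx7-/-* mice were 5 miRNAs against the paper's 3. The gap closed with the mean of all assays, the median and the average Ct of Table S1 (4 each), the geometric mean (2), a reference group average below 1.5 (3), and without wt control replicate 2 (4), wt post-SE replicates 1 (2) or 2 (3) or *P2rx7-/-* post-SE replicate 3 (4), and under no other alternative.

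The overlap between control and post-SE mice was 21 up-regulated miRNAs against the paper's 11. It was within 1.5 times with the geometric mean (10), with a reference group average below 1.5 (9), without wt control replicate 1 (15) and without *P2rx7-/-* post-SE replicate 1 (9), and outside under the others. For down-regulated miRNAs it was 5 against the paper's 3. The median as normalizer (3), a Ct cut-off of 26 (4) and a reference group average below 1.5 (3) closed the gap. So did the omission of wt control replicate 1 (2), *P2rx7-/-* control replicate 3 (3), wt post-SE replicates 2 (3) or 3 (4) or *P2rx7-/-* post-SE replicate 3 (3). The other alternatives set beforehand did not, while normalization to snoRNA135, added after seeing the data, did (2).

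For miR-431* in control mice the average FC was 0.0593 against the paper's 0.27, and 1 of these alternatives, the omission of wt control replicate 1, closed the gap (0.268). For rno-miR-20b it was 42.1 against the paper's 0.28. Without *P2rx7-/-* control replicate 2 it was 0.132, on the paper's side of 1, and none of the other alternatives brought it below 1. With wt control replicate 2 left out as well, a setting chosen after seeing the values, it was 0.277.

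The paper states that miR-134, miR-21 and miR-27a* were up-regulated and miR-18a was down-regulated post-status epilepticus. Here miR-134 averaged 1.43 in wt and 1.47 in *P2rx7-/-* post-SE samples, under the 1.5 threshold. It was above it with snoRNA135 as normalizer, chosen after seeing the values (1.64 and 1.97), without wt control replicate 3 (1.53 and 1.58), and in *P2rx7-/-* mice with the median as normalizer (1.65) and without *P2rx7-/-* post-SE replicate 1 (1.62) or 2 (1.59). The assay hsa-miR-21 was lower than in wt controls (0.620 and 0.443), whereas miR-21* was higher (5.28 and 5.27). The average of miR-18a, 0.672 and 0.691, was not below 0.6, except in wt mice without wt post-SE replicate 3 (0.591), and miR-18a* averaged 1.18 and 1.05.

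Among the inflammation-associated miRNAs, the paper counts let-7e* as down-regulated post-status epilepticus. Here it averaged 0.601, and it was below 0.6 with the mean of all assays or the average Ct of Table S1 (0.592), with the geometric mean (0.599), and without wt post-SE replicate 2 (0.458) or *P2rx7-/-* post-SE replicate 2 (0.571). The paper does not list miR-26a as changed in control mice or let-7a as changed post-status epilepticus, which averaged 39.2 and 0.191 here. The paper gives rno-miR-20b as down-regulated in control mice, and its average here was above 1.5.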

Other observations

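Chosen only after the result had been seen were the tests on wt control replicate 1, on the heat map miRNAs, on the closeness of samples, on the spread of clustered miRNAs, on the FCs of Table S2, and the simulations in which wt control replicate 1 keeps its own deviations.

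Wt control replicate 1 stood apart from the other 11 samples in the rank order of its Ct values. A mislabelled sample is argued against by its correlations with samples of other groups, none of which exceeded 0.731, while all pairs of the other samples correlated at 0.872 or higher. Of the assays over 2 cycles away, 44% came earlier than in the other samples (33 of 75). As each sample's mean Ct had been subtracted, a delay shared by all assays was removed, so this share cannot exclude less RNA or weaker amplification. Before subtraction, its mean Ct over the miRNAs detected in all samples was 19.1, against 18.2 to 19.3 in the others. For 48 assays this was the only sample without a Ct, and these do not enter that mean. Its 14 snoRNA135 wells, which measure the same pool, ran from 11.5 to 26.6 with an SD of 3.63 cycles, against 0.197 to 1.38 in the other samples. Errors of single reactions or wells in this sample are therefore a candidate explanation. A difference of the mice pooled stays open for the miRNA assays, as untested, but does not apply to repeated wells of 1 pool. Among the 24 miRNAs of the heat map (Figure 2A), 14 (58.3%) lay over 2 cycles away in this sample, against 58 of 311 others (18.6%; one-sided Fisher's exact test over miRNAs, p = 4.65e-05), so that the large FCs shown there may rest partly on this sample.

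The calls of the FC rule were set against other splits of the same 6 samples, counting the direction with more calls for each split. As many calls as for the real groups were found in 3 of 10 splits for *P2rx7-/-* against wt control samples, 3 of 10 for wt post-SE against wt control, 5 of 10 for *P2rx7-/-* post-SE against wt control and 8 of 10 for *P2rx7-/-* against wt post-SE samples. The other splits gave 106 to 134, 98 to 127, 97 to 123 and 72 to 102 calls. A share under 0.1 cannot be reached with 10 splits, so an effect of the groups and a coincidence cannot be told apart this way.

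In simulated data without any change and with the deviations of all samples pooled, 0.1%, 0.1% and 1.9% of data sets had as many calls as *P2rx7-/-* control, wt post-SE and *P2rx7-/-* post-SE samples relative to wt controls, and 100% had as many as *P2rx7-/-* relative to wt post-SE samples. By direction, the shares for the comparisons with wt controls were 56.1%, 18.7% and 66% for up-regulated and 0% in each for down-regulated miRNAs. A spread shared by all samples is thus argued against for the down-regulated miRNAs in these comparisons, but not for the up-regulated ones. It is sufficient for the comparison of *P2rx7-/-* with wt post-SE samples. With wt control replicate 1 keeping its own deviations the shares for all calls were 9.2%, 20.1% and 63.9%. The number of calls in the comparisons with wt controls may thus follow from the larger spread of this sample. Its deviations can also hold a real difference of wt controls from the other groups, which favors high shares. By direction, the shares of this form were 60.5%, 16.7% and 73.2% for up-regulated and 3.1%, 55.1% and 39.8% for down-regulated miRNAs. The larger spread is thus argued against for the 52 miRNAs down-regulated in *P2rx7-/-* control samples (simulated median 42), although this form gives shares under 5% somewhat too often and the share is 1 of 6. For miRNAs common to both genotypes, shared wt controls alone gave as many up-regulated ones in 0.8% and as many down-regulated ones in 0% of data sets. With the deviations of wt control replicate 1 these shares were 36.9% and 77%. For the overlap between control and post-SE mice, the pooled spread gave as many in 83.8% (up-regulated) and 34% (down-regulated). A change between groups in single miRNAs stays open, since a number of calls does not show which miRNAs changed.

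More miRNAs were up- than down-regulated in *P2rx7-/-* mice by the FC rule. When wt mice were expressed relative to *P2rx7-/-* mice instead, 89 in control and 55 post-status epilepticus passed the upper threshold, against 71 and 57 in the original direction, which an excess of higher levels in *P2rx7-/-* mice alone would not give. Arithmetic averaging of the FCs, which weighs large values more, together with unequal thresholds is a candidate explanation for the excess of up-regulated miRNAs. With thresholds of 1.5 and its inverse, 71 were up- and 72 down-regulated in control mice (49.7% up-regulated). Post-status epilepticus 57 and 24 were (70.4%). Without wt control replicate 1 the up-regulated share in control mice was higher, at 75.6%. In control mice the up-regulated share moved with the normalizer between 44.0% and 86.7%. Post-status epilepticus it stayed between 77.8% and 91.2%, and with the geometric mean 39 miRNAs were up- and 22 down-regulated (63.9%), so that neither the normalizer nor the averaging alone moved this excess to the other side. Among the 19 miRNAs whose groups did not overlap post-status epilepticus, however, 7 were higher and 12 lower in *P2rx7-/-* mice. A shift of miRNA levels between genotypes post-status epilepticus beyond these settings stays open.

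With limma, splits of the samples cannot bear on the adjusted calls: with 0 calls observed, every split has as many by construction (10 of 10 for each comparison of 3 samples with 3, and 100 of 100 drawn for the interaction and both averaged effects). At an unadjusted p below 0.05, the 8 comparisons had 20, 13, 12, 4, 10, 8, 11 and 16 miRNAs, and 2, 5, 7, 8 and 6 of 10 and 62, 41 and 23 of 100 splits had as many, in the order *P2rx7-/-* control, wt post-SE and *P2rx7-/-* post-SE against wt control, *P2rx7-/-* against wt post-SE, *P2rx7-/-* post-SE against *P2rx7-/-* control, interaction, status epilepticus and genotype. The lowest adjusted p of all comparisons was 0.0521, for status epilepticus averaged over genotypes, shared by miR-685 (log2 change 2.46, standard error 0.45) and miR-21* (2.17, standard error 0.41). The paper does not discuss miR-685. Technical explanations were not tested for these miRNAs.

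Samples were no closer to their own group than to others. The mean rank correlation differed between same-group and other pairs by as much or more in 34.9% of 100000 permutations of the groups, and 43% and 17% of 400 permutations gave as large a difference for genotype and for treatment. Chance is thus a sufficient explanation for the small differences seen. The nearest pair, at 0.989, joined wt control replicate 2 and *P2rx7-/-* control replicate 2. An order of processing or plates could not be examined, because neither the labels nor the paper's text give one.

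Over the 335 miRNAs, the log2 change after status epilepticus in wt mice, relative to wt controls, and in *P2rx7-/-* mice, relative to *P2rx7-/-* controls, correlated at r = 0.0548 (Spearman rho 0.0206), and 32.5% of 400 relabelings of the samples gave as large a correlation. For the genotype difference in control and post-SE mice, which share no samples either, 58.5% did. These correlations are across miRNAs, which are not independent, and neither a shared nor an opposite response stood out from chance splits.

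Missing Ct values were frequent at both ends of the scale, 59.4% for a mean Ct of 26 to 28 and 42.2% for a mean Ct of 10 to 11. As the lowest value listed was 10.0, values below 10 may have been left out of the table, so that an empty cell of an abundant miRNA need not mean a low level.

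miRNA genes that lie close together are often transcribed together, so neighboring genes were tested for similar changes. Of the 335 assays, 275 (82.1%) matched a single gene of the assembly GRCm38.p6, and 19 clusters of genes within 10000 bases of each other were formed. The mean difference between neighbors was as small in 39.8% of 10000 shuffles for *P2rx7-/-* against wt control, 58.1% for wt post-SE against wt control, 34.5% for status epilepticus averaged over genotypes and 31.1% for genotype averaged over treatments. In *P2rx7-/-* against wt post-SE samples it was as small in 0.160% and in *P2rx7-/-* post-SE against *P2rx7-/-* control samples in 0.520% of shuffles. As shuffling also spreads miRNAs of low and high spread over the clusters, this does not tell coordination from a low spread. A test that scales each change by its spread and asks for a shared direction gave 8.43% and 66.9% of shuffles as large, so an absence of coordination is not excluded. A lower spread of the clustered miRNAs without a shared direction is therefore a candidate explanation: the 41 miRNAs of the largest cluster, around *Mir379* and *Mir134*, had a median spread of 0.544 cycles against 0.654 for the others, and 15 were higher and 26 lower in *P2rx7-/-* than in wt post-SE samples (median log2 difference −0.10). A shared direction in *P2rx7-/-* against wt post-SE samples stays open at this number of samples.

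For 15 miRNAs measured by a pair of assays named alike except for the species, the log2 changes of the assays correlated weakly across miRNAs (Spearman rho 0.0714 in *P2rx7-/-* control, 0.325 in wt post-SE and 0.361 in *P2rx7-/-* post-SE relative to wt control, and 0.175 in *P2rx7-/-* relative to wt post-SE samples). For miR-324-3p in *P2rx7-/-* relative to wt post-SE samples, hsa-miR-324-3p averaged an FC of 0.468 ± 0.129 (SD, n = 3) and mmu-miR-324-3p 2.74 ± 3.25. The former was 1.08 without wt post-SE replicate 1 and the latter 0.868 without *P2rx7-/-* post-SE replicate 1.

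The paper's Table S2 lists 85 changed miRNAs in control mice, of which 67 have FCs within 2% of those computed here and 16 differ by over 1.5-fold, and 58 changed miRNAs post-status epilepticus, of which 56 are within 2%. Of the miRNAs called here, 41 in control mice and 14 post-status epilepticus are not listed there. For 16 of the 16 that differ, the paper's FC was within 2% of the value obtained when 1 sample of either or both groups was left out, in 12 cases wt control replicate 1. Comparing with the values of other miRNAs, 8.33% of 240 comparisons came that close. In the 12 cases with wt control replicate 1, both values were the same in every digit shown, such as 5.70767 for miR-1932 and 0.267805 for miR-431*. This argues against coincidence for these 12 miRNAs. It may therefore be that single levels did not enter the averages of the 16 miRNAs in the paper. Which rule would have selected them was not tested.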
